# Genetic circuit characterization and debugging using RNA‐seq

**DOI:** 10.15252/msb.20167461

**Published:** 2017-11-09

**Authors:** Thomas E Gorochowski, Amin Espah Borujeni, Yongjin Park, Alec AK Nielsen, Jing Zhang, Bryan S Der, D Benjamin Gordon, Christopher A Voigt

**Keywords:** biofab, combinatorial logic, omics, synthetic biology, systems biology, Genome-Scale & Integrative Biology, Synthetic Biology & Biotechnology

## Abstract

Genetic circuits implement computational operations within a cell. Debugging them is difficult because their function is defined by multiple states (e.g., combinations of inputs) that vary in time. Here, we develop RNA‐seq methods that enable the simultaneous measurement of: (i) the states of internal gates, (ii) part performance (promoters, insulators, terminators), and (iii) impact on host gene expression. This is applied to a three‐input one‐output circuit consisting of three sensors, five NOR/NOT gates, and 46 genetic parts. Transcription profiles are obtained for all eight combinations of inputs, from which biophysical models can extract part activities and the response functions of sensors and gates. Various unexpected failure modes are identified, including cryptic antisense promoters, terminator failure, and a sensor malfunction due to media‐induced changes in host gene expression. This can guide the selection of new parts to fix these problems, which we demonstrate by using a bidirectional terminator to disrupt observed antisense transcription. This work introduces RNA‐seq as a powerful method for circuit characterization and debugging that overcomes the limitations of fluorescent reporters and scales to large systems composed of many parts.

## Introduction

Natural regulatory networks control the timing and conditions for gene expression. An ability to construct synthetic networks would enable the spatiotemporal control of biological processes (Basu *et al*, 2004). These could be used to react to environmental conditions (e.g., different phases of growth in a bioreactor; Anderson *et al*, 2006; Gupta *et al*, 2017) or implement a dynamic response (e.g., avoiding the accumulation of toxic intermediates; Zhang *et al*, 2012). However, there are many challenges when building synthetic regulatory networks. Obtaining a desired response requires numerous interacting genes and precise control over their expression. This results in large systems that contain many genetic parts, all of which must function correctly in concert. While fluorescent reporters have been critical for quantifying the response of such systems to date (Kelly *et al*, 2009), they are only capable of probing a single gene at a time (usually the output) and require repetition of the assay for each state or time point of interest. Mapping the fluorescence data of the output back to the specific internal failure can be difficult or impossible.

Analogies to electronic circuits are often made when describing the computational operations performed by a regulatory network. Such “genetic circuits” have been built that function as logic gates (Anderson *et al*, 2006; Moon *et al*, 2012; Qi *et al*, 2012; Siuti *et al*, 2013; Nielsen & Voigt, 2014) as well as dynamic (Elowitz & Leibler, 2000; Zhang *et al*, 2012) and analog (Daniel *et al*, 2013) circuits. Larger circuits can be built by connecting simpler gates (Moon *et al*, 2012; Kiani *et al*, 2014; Nielsen & Voigt, 2014). This process is facilitated by defining the signal between gates as the RNA polymerase (RNAP) flux (Canton *et al*, 2008). In practice, this is achieved by designing gates such that their inputs and outputs are both promoters. The response function can then be defined as how the output promoter activity changes as a function of the input promoter activity at steady‐state (Weiss, 2001; Nielsen *et al*, 2016). Gate response functions can be used to computationally predict how to build a circuit (Hooshangi *et al*, 2005; Nielsen *et al*, 2016). However, the genetic context of the gates in the circuit differs from that used to measure them in isolation and this can impact their function and, in turn, lead to circuit failures (Brophy & Voigt, 2014). Therefore, it is valuable to be able to directly measure the performance of individual gates in the final context of a circuit.

Systems biology has led to new –omics tools that offer the potential to take a snapshot of the entire internal workings of a circuit with a single experiment. Transcriptomic methods, such as RNA sequencing (RNA‐seq), enable the measurement of genomewide mRNA levels with nucleotide resolution (Zhong *et al*, 2009). This can be used to calculate promoter and terminator strengths (Smanski *et al*, 2014; Li *et al*, 2015; Srikumar *et al*, 2015), which are closely related to the RNAP fluxes used to connect transcriptional gates. RNA‐seq takes advantage of next‐generation sequencing to quantify genomewide RNA levels at a moment in time. It has been used to address problems in strain and metabolic engineering (Yuan *et al*, 2011; Kim *et al*, 2012; Zhang *et al*, 2012; Woodruff *et al*, 2013), but has not been applied to the characterization of genetic circuits. This stems in part from the cost of RNA‐seq and the large numbers of states and time points required to fully characterize a circuit. Another problem is that sequencing generates a deluge of data and a lack of software tools for synthetic biology, and especially genetic circuit design, hinders its processing and interpretation.

Several advances have been made that reduce the cost of RNA‐seq and enable multiple circuit states to be assayed in a single sequencing run. RNAtag‐seq uses nucleotide barcodes to tag total fragmented RNA before depletion of ribosomal RNA (rRNA) to allow for many samples to be efficiently pooled and sequenced together (Shishkin *et al*, 2015). The tags denote which sample a fragment originates and allows for data from each sample to be separated post‐sequencing. This leads to significant reductions in the cost of reagents, accelerates preparation time, and decreases biases due to the amplification of individual sample libraries. Here, we apply this method to barcode samples associated with different states of a genetic circuit. Specifically, we characterize the eight states of a three‐input one‐output combinatorial logic circuit. This approach can be scaled‐up: a single flow cell on an Illumina HiSeq 2500 machine generates ~4 billion paired‐end reads and is thus capable of characterizing up to 1,000 samples (Haas *et al*, 2012), which could be used to simultaneously assay many different circuits and states.

Another advantage of RNA‐seq is that data is captured for the entire host genome. This enables the direct observation of how differing circuit states impact host gene expression and the burden imposed by the circuit (Ceroni *et al*, 2015). It has been shown that availability and sequestering of shared cellular resources can significantly impact circuit function (Cardinale *et al*, 2013; Jayanthi *et al*, 2013; Gorochowski *et al*, 2016). Therefore, as circuits become larger, accounting for these effects will become increasingly important.

In this manuscript, we present methodologies for the application of RNA‐seq to characterize genetic circuits (Fig 1). A combinatorial logic circuit is chosen as a demonstration, and data are collected for all permutations of the inputs. Cells with circuits in these different states are sequenced using RNAtag‐seq and new algorithms and software are used to automate data processing. Biophysical models are developed that connect the functions of promoters, terminators, and insulators to the expected transcriptional profiles. This is used to algorithmically quantify the performance of genetic parts. Furthermore, the data are used to quantify the response functions of the three sensors and five NOT/NOR gates in the context of the circuit. This analysis reveals several mechanistic causes of circuit failures. The ability to observe the internal workings of genetic circuits will lead to a better understanding of the mechanisms that lead to part failure, how this propagates to impact system function, and ultimately will support the construction of larger genetic systems.

**Figure 1:**
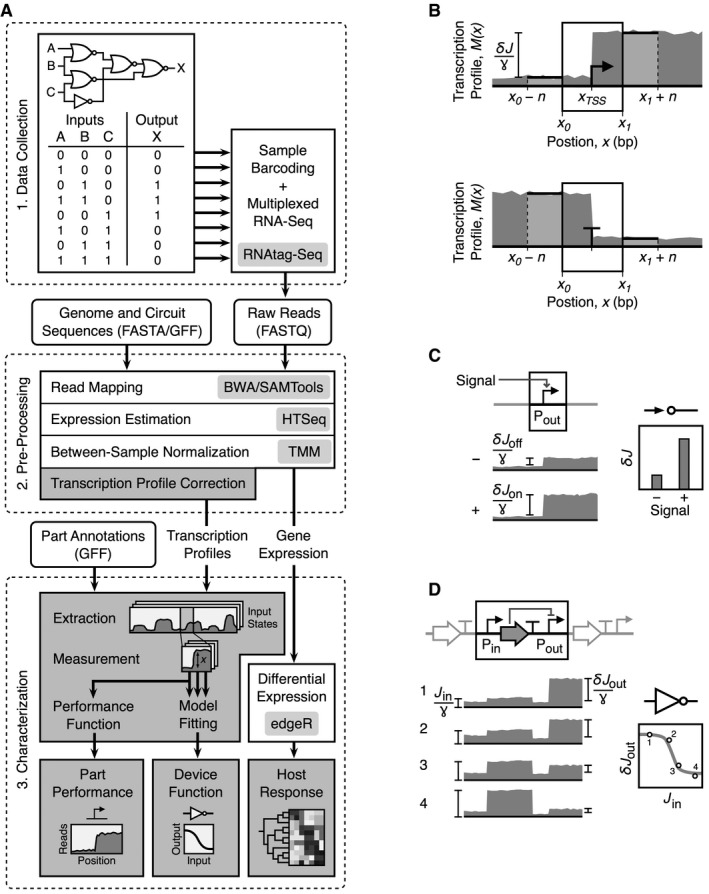
Overview of RNA‐seq circuit characterization Circuit characterization pipeline. Square boxes are the major steps in the process, and rounded boxes are input/output files. Light gray boxes denote experimental protocols or computational tools used during that process. Dark gray boxes correspond to the algorithms developed in this work and the major outputs from the pipeline. Details regarding the software to process sequencing data are provided in the Materials and Methods.Quantification of the performance of promoters and terminators from transcription profiles. Transcription profiles are shown in dark gray, with the location and extent of the promoter and terminator shown by a box. Parameters correspond to equations 2 and 3.Characterization of sensors. The activity of the output promoter is measured in the absence and presence of the associated signal.Characterization of gates. Measurements of the total input RNAP flux and the change due to the promoter are measured for each state, and these data are used to parameterize the response function. Parameters correspond to equation 4.

## Results

### Data collection

The first step in characterizing a genetic circuit is to gather data covering the range of states (Fig 1A). This differs depending on the type of circuit; for logic, this corresponds to steady‐state measurements for each combination of inputs, whereas for a dynamic circuit, it would involve sampling time points. Once reaching either steady‐state or a specific time point, aliquots of cells harboring the circuit are taken and flash‐frozen in liquid nitrogen to minimize RNA degradation (Materials and Methods). The total RNA is then harvested, purified, and concentrated.

Samples are next converted to a pooled sequencing library using RNAtag‐seq (Shishkin *et al*, 2015). First, they are separately fragmented before short DNA adaptors containing unique barcode sequences are ligated to the 3′‐end of the RNAs. These barcodes uniquely “tag” every molecule such that the originating sample is known. Due to end specificity of ligation, they also capture strand‐specific information. To ensure later sequencing is not affected by barcode choice, we use a set where minimal sequencing bias has been observed (Shishkin *et al*, 2015). Tagged samples are pooled to simplify the remaining preparatory steps. Unwanted rRNA is depleted, and cDNA generated by reverse transcription. Then, any remaining RNA is degraded and 3′ DNA adaptors are ligated such that a final library can be produced by amplification with indexed sequencing primers. Finally, the library is sequenced to generate strand‐specific reads and the barcodes are used to associate each read to its original sample. Files containing these data are then used as inputs for circuit characterization.

### Conversion of raw RNA‐seq reads to transcription profiles

We developed a suite of algorithms to process RNA‐seq data and characterize part performance, sensor/gate function and host response (Fig 1A). This requires the conversion of the raw sequencing data into a transcription profile for each input state or time point (Box 1). The profiles capture the observed number of transcripts at every position along the DNA encoding the circuit. To perform this conversion, the second step in our pipeline takes as input the raw reads generated from sequencing and maps these to user‐provided reference sequences containing both the host genome and synthetic circuit in a multi‐FASTA format using BWA (Li & Durbin, 2009; Fig 1A). Strand‐specific transcription profiles are then generated by separately extracting reads mapping to the sense and antisense strand and their start and end position using SAMtools (Li *et al*, 2009). A mathematical model is then applied to correct the transcription profiles for the localized drops in sequencing depth at the ends of transcripts, using the mapped fragment length distribution as an input variable (Box 1). This correction is required to be able to characterize parts that occur near transcript start and end sites (e.g., promoters and terminators). To provide further gene‐level expression estimates for the host and circuit, a user‐provided sequence annotation in GFF format containing the region of each gene is used by HTSeq (Anders *et al*, 2015) to count the reads mapping to each gene.

**Box 1: Generation of transcription profiles for part characterization**

A widely used approach to generate transcription profiles from RNA‐seq data is to count the number of mapped fragments that cover each nucleotide position along the DNA sequence (Nagalakshmi *et al*, 2008; Zhong *et al*, 2009). The resulting profiles often exhibit a gradual but significant increase and decrease at the start and end of transcription units, respectively. These non‐uniformities (shown by red circles) are problematic for characterizing the performance of genetic parts such as promoters and terminators, where their function is defined by the regions near the transcription start and end points.

To address this problem, a probabilistic method was developed to correct for curvature at the ends of each transcription unit, which utilizes the fragment length distribution as the only input variable. We begin by generating a fragment length distribution by directly analyzing the sequenced fragments. Using a Monte Carlo approach, large numbers of fragment lengths are drawn from this distribution. Fragments of these lengths are randomly mapped to positions falling within the boundaries of a hypothetical transcription unit 2,000 nt long. By counting the number of mapped fragments covering each nucleotide *x*, a hypothetical profile *T(x)* is produced that defines the expected curvature at each end of a transcription unit. Because the curvature is localized and fully captured by the first 500 nt of the hypothetical profile, this region is extracted and normalized by its maximum value to generate a correction factor profile *C(x)*.

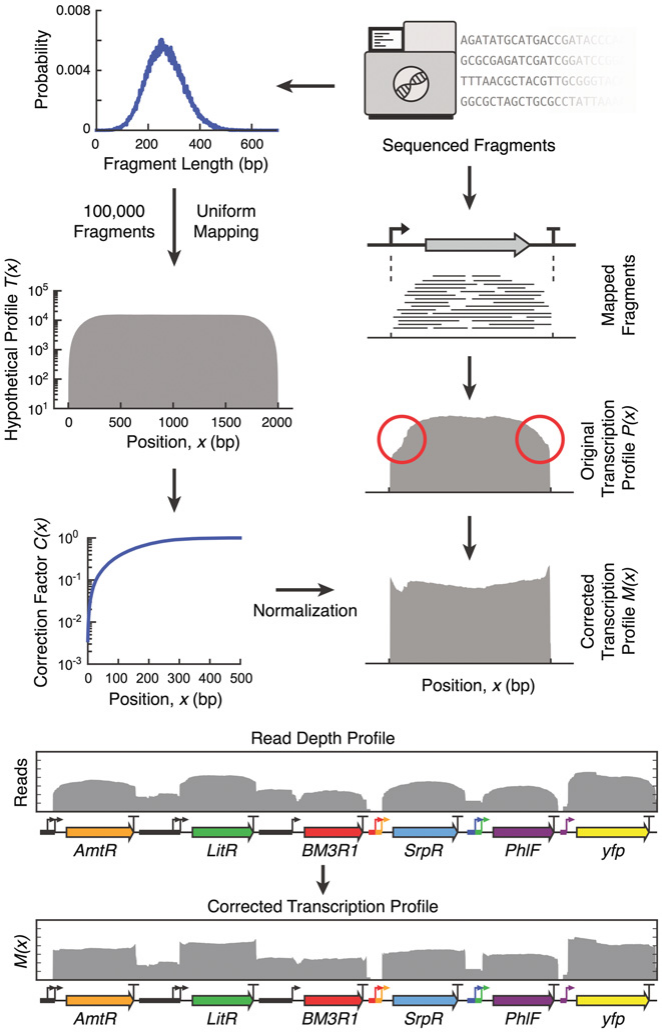

Next, the RNA‐seq data are used to generate the transcription profile for each transcription unit within the circuit. Fragments mapping exclusively within transcription unit boundaries are selected and a transcription profile *P(x)* generated by counting the number of mapped fragments covering each nucleotide. Unwanted curvature is corrected for by dividing the value of *P(x)* for the first and last 500 nt of each transcription unit by *C(x*_*n*_ *)*, where *x*_*n*_ is the distance in nucleotides to the nearest end of the transcript. Specifically, the corrected transcription profile is given by

$$P_{c}\left(x\right)=\left\{\begin{array}{cc} \frac{P(x)}{C(x_{n})}, & 0<x_{n}\leq 500,\\ P(x), & \text{otherwise} \end{array}\right.$$

Because the correction factor is only based on the length of the fragments and does not consider their sequence, the same correction factor profile is used for both the 5′‐ and 3′‐end, while the middle of a transcription unit, where no curvature is present, remains unmodified. The correction factor is only applied to known transcripts internal to the genetic circuit. It is not applied to other regions where part function does not have to be calculated; for example, read‐through between transcriptional units, transcripts from internal promoters, antisense transcription, and genomic transcription. Further details regarding the correction method are provided in Appendix Text S1

Because RNA‐seq provides relative measurements of transcript abundance (Robinson & Oshlack, 2010; *i.e*., fractional abundance of the total sequenced fragments), potential differences introduced during sample preparation or sequencing require correction to allow for comparison between samples. This is performed by calculating between‐sample normalization factors using a trimmed mean of M‐values (TMM) approach (Robinson & Oshlack, 2010). These factors are applied to produce normalized gene expression levels in fragments per kilobase of exon per million fragments mapped (FPKM) units (Trapnell *et al*, 2010) and to the transcription profiles to enable comparisons between samples (Appendix Text S1).

### Genetic part characterization from transcription profiles

Genetic parts, including promoters and terminators, impact the shape of the transcription profile by altering the flux of RNAP and mRNA transcripts produced. Techniques have been developed in bioinformatics and systems biology to naively scan transcription profiles for natural regulatory features, such as promoters (Conway *et al*, 2014). Analyzing a synthetic system has different objectives that require a different computational approach. First, the parts are modular and defined with clear start and end points. Second, the function of a part needs to be quantified (even if it is non‐functional) and doing so requires a biophysical model that can process RNA‐seq data. Here, we develop models to characterize those parts that are the most critical in the design of transcriptional genetic circuits. Regions of the transcription profiles corresponding to each part are extracted, and measurements of localized changes in the profile depth are taken. These are interpreted in the context of biophysical models of each part type to infer their performance.

Promoters cause sharp increases in the transcription profile (Fig 1B). The activity of a promoter can be quantified as the increase in the flux of RNAPs that occurs between the beginning *x*_*0*_ and end *x*_*1*_ of a part. The RNAP flux *J*(*x*) is the number of RNAPs passing nucleotide position *x* per second. Here, we assume that all RNAPs that pass a nucleotide lead to an mRNA transcript and that all transcripts within the circuit degrade at the same rate. With these assumptions, the flux at a position *x* is given by the steady‐state number of transcripts *M(x)* at that position (in effect, counting the number of RNAPs passing that position that occur on the timescale of degradation).

The transcription profile provides the steady‐state number of transcripts *M(x)* at each position *x*. However, the profiles cannot be quantified in units of transcripts and are thus presented in arbitrary units (au) and the fluxes are in au/s. The change in the number of transcripts at position *x* is given by

(1) $$\frac{dM(x)}{dt}=J\left(x\right)-\gamma M\left(x\right),$$

where *ɣ *= 0.0067 s^−1^ is the degradation rate of mRNA (Chen *et al*, 2015). At steady state, d*M*(*x*)/d*t* = 0 and the flux of RNAP *J*(*x*) = *ɣM*(*x*). The activity of a promoter can be quantified as the change in flux *δJ* that occurs over the length of the part (note that a promoter part could have multiple transcription start sites, *x*_TSS_). To reduce the effect of fluctuations in the profile, an averaging window is applied immediately before and after the part boundaries (Fig 1B). The promoter strength is then given by

(2) $$\delta J=\frac{\gamma }{n}\left[\sum_{i=x_{1}+1}^{x_{1}+n}M\left(i\right)-\sum_{i=x_{0}-1}^{x_{0}-n}M\left(i\right)\right],$$

where *n* = 10 is the window length (Fig 1B). The background RNAP flux originating upstream of the promoter is subtracted to ensure that only flux originating from the promoter is measured.

Terminators cause drops in the transcription profile at the 3′‐end of the poly‐A region (Fig 1B). The terminator strength *T*_*S*_ has been previously defined as the fold decrease in gene expression before and after the terminator (Chen *et al*, 2013). Based on the profile, it can be calculated as

(3) $$T_{s}=\frac{\sum_{i=x_{1}+1}^{x_{1}+n}M\left(i\right)}{\sum_{i=x_{0}-1}^{x_{0}-n}M\left(i\right)},$$

where *x*_0_ and *x*_1_ are the beginning and end positions of the terminator part. Following the approach for promoters described above, the activity of a terminator can also be calculated as a change in flux *δJ* as RNAPs either dissociate from the DNA or read‐through.

### Characterization of genetic devices from transcription profiles

Sensors and gates are examples of genetic devices, where a set of parts collectively performs a function. RNA‐seq is particularly suitable for characterizing transcriptional devices, where the inputs and/or outputs are defined as RNAP fluxes. For example, the input to a sensor is a stimulus (e.g., inducer or environmental signal) and the output is the control of a promoter (turning RNAP flux on or off). For gates, the inputs and outputs are both promoters and the response function captures how the output changes as a function of the input at steady‐state. Unlike genetic parts, whose function can be extracted from a single profile, characterizing a sensor or circuit requires sampling the device in different states, extracting the activities of the input/output promoters, and then fitting these data to a mathematical model of device performance.

The response of a sensor is given by the activity of the output promoter in the presence and absence of signal, *δJ*_on_ and *δJ*_off_, respectively (Fig 1C). This can be calculated by performing RNA‐seq experiments under these conditions and then calculating the promoter activity according to equation 2. More states with intermediate levels of inducer are required to calculate the full dose‐dependent response function. In this manuscript, the circuit is characterized in multiple states, a subset of which may have the sensor in the on or off state. In these cases, we simply average the promoter activities across those states where the sensor is on and those where the sensor is off and this is presented as the response.

A transcriptional gate has one or more input promoters and a single output promoter. The response function captures how the activity of the output promoter changes as a function of the input flux (the input promoters and upstream transcriptional read‐through) at steady‐state. For example, a NOT gate has one input promoter that drives the expression of a repressor that turns off an output promoter. The response function of this gate is

(4) $$\delta J_{\mathrm{out}}=\delta J_{\mathrm{out}}^{\min}+\left(\delta J_{\mathrm{out}}^{\max}-\delta J_{\mathrm{out}}^{\min}\right)\left(\frac{K^{n}}{K^{n}+J_{\mathrm{in}}^{n}}\right)$$

where *J*_in_ is total input flux, $\delta J_{\mathrm{out}}^{\min}$ and $\delta J_{\mathrm{out}}^{\max}$ are the minimal and maximal output promoter activities, *K* is threshold, and *n* is the cooperativity. When there is no transcriptional read‐through from upstream of the input promoters, then *J*_in_ = *δJ*_in_. NOR gates have a similar structure as a NOT gate, but include multiple input promoters. For two‐input NOR gates, *J*_in_ = *δJ*_in,1_ + *δJ*_in,2_ + *J*_0_, where the 1 and 2 subscripts indicate the activity of the two input promoters and *J*_*0*_ is the read‐through from upstream of these promoters.

RNA‐seq experiments could be designed to characterize the response function of individual gates by taking samples where the inputs are varied, calculating the promoter activities from the profiles and then fitting them to a mathematical form of a response function. Here, we wanted to be able to quantify multiple gates within the context of a circuit. For example, when characterizing combinatorial logic, the sensors are induced in all combinations (e.g., a three‐input logic gate has eight combinations of inputs). Under these different conditions, the magnitude of the input promoter activity to the gate varies because of changes to the remainder of the circuit. We utilize those changes to plot data points for *J*_in_ and *δJ*_out_ (Fig 1D) and this can be fitted to a response function (equation 4) to extract the parameters $\delta J_{\mathrm{out}}^{\min}$, $\delta J_{\mathrm{out}}^{\max}$, *K,* and *n*.

### Characterization of a combinatorial logic circuit

We applied our characterization method to a three‐input one‐output combinatorial logic circuit (Fig 2A). Three sensors respond to IPTG, aTc, and arabinose, and their activities are processed by five layered NOR/NOT gates. The complete circuit consists of 46 genetic parts (Fig 2B), including promoters, genes, terminators, and ribozyme insulators (Lou *et al*, 2012). 

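In the annotation of the circuit plasmid that accompanies the paper's code, with positions counted from 1 on the plasmid, the 6 circuit genes lie on the sense strand. *AmtR* (positions 264 to 932, 669 bp) follows P_Tac_ (20 to 75) and P_Tet1_ (91 to 149). *LitR* (1518 to 2123, 606 bp) follows P_BAD1_ (994 to 1324) and P_Tet2_ (1340 to 1398), and *BM3R1* (2634 to 3212, 579 bp) follows P_BAD2_ (2183 to 2513) alone. The only terminator between *LitR* and P_BAD2_ is L3S2P24 (2124 to 2178). *SrpR* (3516 to 4157) follows P_BM3R1_ and P_AmtR_, *PhlF* (4513 to 5115) follows P_SrpR_ and P_LitR_, and *YFP* (5344 to 6063) follows P_PhlF_ alone. The *AraC* gene (6206 to 7084) lies downstream of *YFP* behind the terminator L3S2P21 (6064 to 6124) and the promoter PJ23105 (6145 to 6179). The *LacI* (7223 to 8305) and *TetR* (8324 to 8947) genes follow a shared promoter, and the kanamycin resistance gene lies on the opposite strand (10147 to 10962). The authors counted reads on these 10 plasmid genes together with 4352 genes of the host. A host *lacI* gene is also counted, so reads shared between it and the plasmid copy could have been dropped or split, and the plasmid *LacI* values are uncertain for that reason.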

The output of the circuit is yellow fluorescent protein (YFP), which allows for the use of flow cytometry to measure the response in single cells. Cello was used to simulate circuit performance based on the sensor and gate functions measured in isolation (Materials and Methods) (Nielsen *et al*, 2016). This circuit was selected because overall it functioned as predicted in terms of producing the correct pattern of on and off outputs, but several of the responses (+/−/+, −/+/+, +/+/+) had wide distributions indicating that some of the cells were responding improperly (Fig 2C).

**Figure 2:**
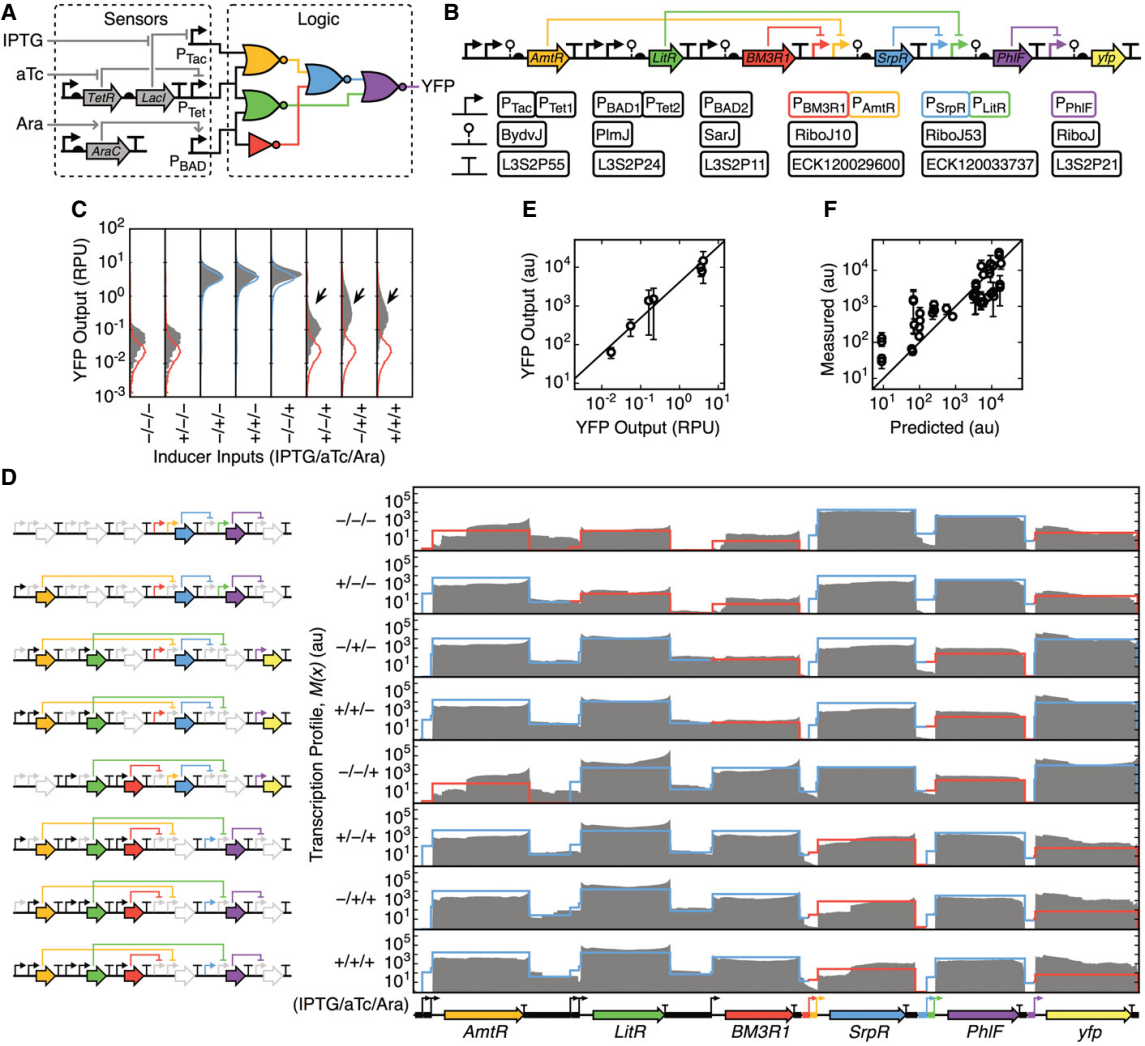
Characterization of a genetic circuit The sensors and wiring diagram for the three‐input combinatorial logic circuit are shown. Colors correspond to the repressors used for each gate.Genetic implementation of the logic circuit with annotated part names. Genetic parts are shown using SBOLv notation.Flow cytometry data of the YFP output for all inducer input combinations (filled gray distributions) and the predicted distributions from Cello (blue are on; red are off). Arrows highlight cells responding improperly.Transcription profiles for the circuit are shown for all combinations of inducers (0.5 mM IPTG/22 nM aTc/5 mM arabinose). The transcription profiles are calculated as the average of three biological replicates measured on different days. Predicted transcription profiles are shown by red and blue lines corresponding to when the gate should be off and on, respectively, as calculated using Cello (Materials and Methods). To the left of the profiles, the genes that are expressed in each state are highlighted.Determination of the conversion factor between RPU measured via cytometry and the expression of the *yfp* gene measured by RNA‐seq. The black line shows the linear fit. The averages and standard deviations were calculated from three replicates measured on different days.Comparison of the expression of circuit genes predicted by Cello and measured experimentally from the transcription profile (Materials and Methods). Black line shows *x* = *y*. The averages and standard deviations were calculated from three replicates measured on different days.

The states of a combinatorial logic circuit are defined as the steady‐state responses to all combinations of inputs. Cells containing the circuit were grown for 5 h in media supplemented with the eight combinations of inducers, and RNA samples were collected and processed (Materials and Methods). Sequencing of these samples generated between 2.0 × 10^5^ and 1.8 × 10^7^ mapped fragments (Dataset EV1). These were pre‐processed to generate transcription profiles and normalized gene expression levels. 

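The libraries analysed here are replicate 1 of this experiment, with 1 library for each of the 8 input states, and the paper's replicates 2 and 3 were not analysed here as counts. The cells were *E. coli* NEB 10-beta, a DH10B derivative. Cultures of 3 ml in 14-ml tubes were induced for 5 h with 0.5 mM IPTG, aTc and 5 mM L-arabinose in every combination. The aTc dose is 10 ng/ml in the paper's methods and 22 nM in the legend of Fig 2. The authors mapped the reads with BWA and counted sense-strand reads with a mapping quality of at least 10 on each gene with HTSeq. They deposited these counts without normalization, and FPKM in which the library size is the number of mapped reads scaled by an edgeR TMM factor. Counts summed over the 4362 genes were 1618509 in −/−/−, 2097795 in +/−/−, 1699621 in −/+/−, 6915152 in +/+/−, 1060944 in −/−/+, 1809373 in +/−/+, 78763 in −/+/+ and 65885 in +/+/+, with a median of 1659065. The scaled library sizes recovered from the counts and the FPKM ran from 247413 to 17206768, and the paper's range of mapped fragments is 200000 to 18000000. Of the 4362 genes, between 603 and 1330 had 0 counts in the 6 deeper libraries, against 2820 in −/+/+ and 2988 in +/+/+. The smallest share of counts that can be shown, 3 counts of the total, is therefore 0.00381% in −/+/+ and 0.00455% in +/+/+, against 0.000283% or less in the other 6 libraries. In every culture tube library fewer genes had 1 to 3 counts than 8 to 15, with 71 and 428 genes in −/+/+, 80 and 370 in +/+/+, 52 and 277 in −/−/− and 37 and 167 in +/+/−. Reads without molecular identifiers are not independent molecules, so these floors and the 95% Wilson intervals given for shares cover counting error only. Circuit genes were compared on the log2(FPKM + 1) scale between the states in which the logic of the circuit predicts them on and off. Each state has 1 library, so every SD and every exact permutation test (two-sided) treats states as replicates and includes differences between states.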

The resultant transcription profiles displayed punctuated forms with expression of the transcriptional units for each gene clearly separated in most cases (Fig 2D). Two additional replicates were performed for all input states on different days and processed in the same way, and the resulting profiles are consistent (Appendix Fig S2).

Comparing simulation predictions to the measured transcription profiles is complicated by the fact that Cello reports relative promoter units (RPUs). To convert RPUs to arbitrary units that are compatible with the transcription profiles, the activity of the YFP output was measured in RPUs and compared to the average transcription profile across the *yfp* gene. These were linearly correlated (Fig 2E) with a conversion factor of 1 RPU = 2,895 au. 

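The FPKM of *YFP* in culture tubes was 30853 in −/+/−, 38977 in +/+/− and 42506 in −/−/+, the 3 states in which the output is predicted on. In the 5 states predicted off it was 248 in −/−/−, 118 in +/−/−, 1611 in +/−/+, 8270 in −/+/+ and 7348 in +/+/+. The mean was 37445 ± 5975 FPKM (SD, n = 3 states) on and 3519 ± 3973 FPKM (SD, n = 5 states) off. The lowest on state lay 1.90 above the highest off state on the log2 scale. The difference between on and off states was 4.91 on that scale (exact permutation test, P = 0.0357, or 0.0429 after Benjamini-Hochberg adjustment over the 6 circuit genes). In the least deep library, +/+/+, *YFP* had 1309 counts, or 1.99% of all counts (95% Wilson interval, 1.88 to 2.10). Among the alternatives within culture tubes, leaving out the +/−/− library moved the difference most, to 4.06.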

Cello predictions for all promoter activities were converted using this factor. These were then used to trace a predicted profile along the length of the construct (Fig 2D; Materials and Methods). 

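A prediction for each of the 6 circuit genes in each of the 8 states was computed from the response function of equation 4 with the parameters measured in isolation (Table 2), passing the on and off fluxes of the sensors through the gates in order. Over the 48 pairs of gene and state, Pearson's r between the log10 predicted flux and the log10 FPKM in culture tubes was 0.743, and Spearman's rho was 0.750. The pairs share genes and libraries and are not independent replicates, so no P-value is given. With each library left out in turn r stayed between 0.691 and 0.782. The alternative that moved it most was the choice of states, with r = 0.867 over the 30 pairs of −/−/−, +/−/−, −/+/−, +/+/− and −/−/+. Over the 18 pairs of the remaining 3 states r was 0.300. With counts normalized only by gene length and total count, r over all pairs was 0.741.

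**Figure D1:**
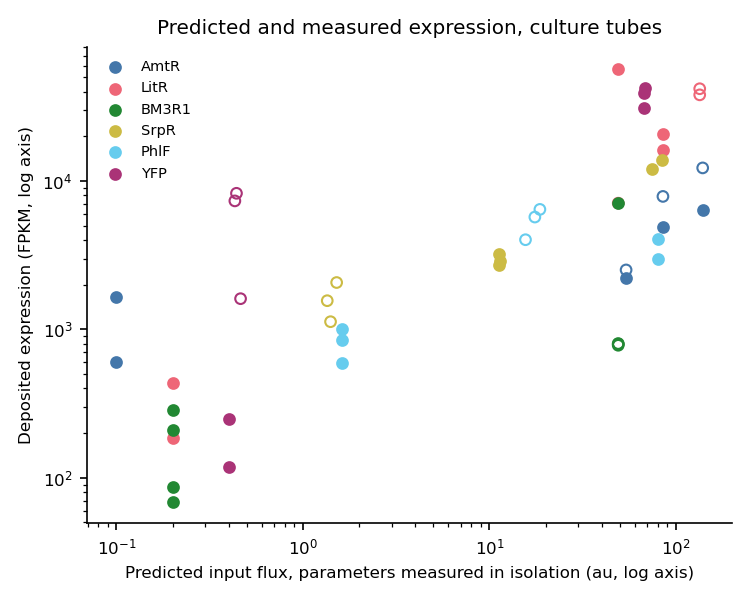
Predicted flux into each gene (horizontal, arbitrary units) against its FPKM in culture tubes (vertical), both on log axes, with 1 point per gene and state. Filled points are the 5 states −/−/−, +/−/−, −/+/−, +/+/− and −/−/+ and open points are +/−/+, −/+/+ and +/+/+; the open YFP points lie between 1611 and 8270 FPKM at a predicted flux near that of the filled points at 118 and 248 FPKM.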

A correlation was found between the predicted and experimental transcription profiles for each gene (Fig 2F). Note that this is the first time we have been able to compare the levels of the repressors to that predicted; previously, the correlation could only be quantified for the output (YFP).

Next, every promoter and terminator in the circuit was characterized across each of the eight states. An idiosyncrasy in our gate designs required a modification to the approach to characterize promoters. Normally, the rise in the transcription profile would be observed just after the promoter part. However, we use ribozymes as part of our gate design to insulate against contextual effects caused by changing the upstream promoters (Lou *et al*, 2012). The ribozymes cleave the 5′‐UTR sequences, releasing a small RNA that is filtered during sequencing preparation (Appendix Text S2; Appendix Fig S3). This causes the increase in the transcription profile to occur at the cleavage site of the ribozyme (Fig 3A; Appendix Fig S4). To calculate the promoter activities when there is a ribozyme, equation 2 is changed so that the fluxes are calculated downstream of the cleavage site. A mathematical model of ribozyme efficiency was also constructed that can be used to quantify imperfect cleavage efficiencies (Appendix Text S2; Appendix Fig S4; Appendix Table S1).

**Figure 3:**
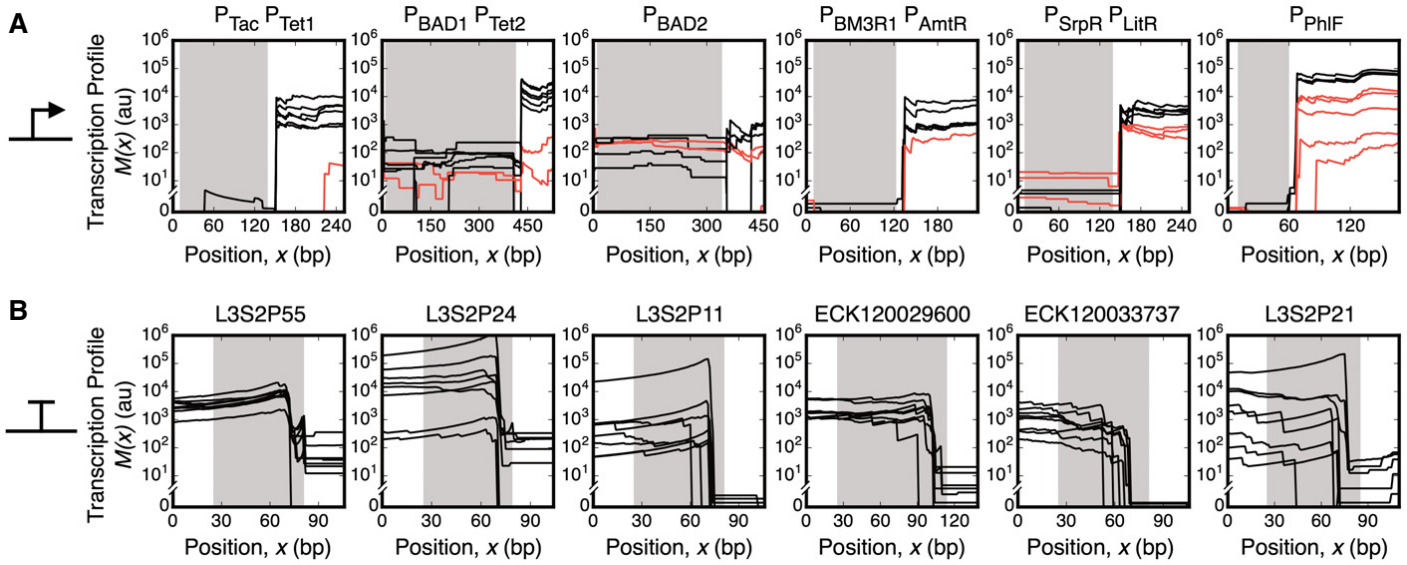
Quantifying part function A, BAlignment of transcription profiles for promoters (A) and terminators (B). Lines show the transcription profile for each of the eight combinations of inducers. Shaded regions denote the boundaries of the part. The lines are black for states where the promoter should be on and red when it should be off. The data are shown for the profiles derived from a single experiment (part parameterization from three replicates is provided in Table 1).

The use of ribozymes also makes it impossible to resolve the individual activities of multiple promoters in series (because the cleaved 5′‐RNA from transcripts from either promoter are lost during processing). Due to the use of multiple NOR gates, there are many examples of this in the circuit (e.g., P_Tac_−P_Tet1_). Therefore, we calculate the dual promoter as a single promoter part using equation 2. If sufficient data are generated across states, the contributions of the individual promoters to the total can be deduced (see next section).

The transcriptional profiles for all of the promoters in the circuit are shown in Fig 3A, and the activities are provided in Table 1. The activities of the promoters for all eight input states are shown, which includes cases where the promoters should be off and on. The values calculated from the profiles are compared to the activities measured in isolation using fluorescent proteins (Table 1). Terminator strengths were calculated from the drops in the profile at the end of transcripts (Fig 3B) and compared to strengths measured in isolation using fluorescent reporters (Table 1).

**Table 1:** Promoter and terminator part characterization

	Genetic context			
	Isolation (Cytometry)^b^		Circuit (RNA‐seq)^c^	
Promoters^a^	1^st^	2^nd^	1^st^	2^nd^
P_Tac_‐P_Tet1_	54	85	8 ± 2	17 ± 5
P_BAD1_‐P_Tet2_	49	85	242 ± 118	283 ± 237
P_BAD2_	49		26 ± 29	
P_BM3R1_‐P_AmtR_	10	75	9 ± 4	55 ± 32
P_SrpR_‐P_LitR_	41	85	37 ± 20	14 ± 4
P_PhlF_	80		323 ± 25	
**Terminators**				
L3S2P55	418		24 ± 6	
L3S2P24	212		295 ± 176	
L3S2P11	384		110 ± 89	
ECK120029600	374		380 ± 98	
ECK120033737	391		870 ± 344	
L3S2P21	505		187 ± 127	

a The strength of the left promoter is 1^st^; right is 2^nd^.

b Previously reported promoter strengths (in au/s) based on a fluorescent reporter (Nielsen *et al*, 2016), converted to au/s as described in text. Previously reported termination strengths (Chen *et al*, 2013).

c Average and standard deviations are calculated from three replicates performed on different days. For promoters, all states where the promoter is predicted to be on are included and the units are au/s. For double promoters, separate strengths for each promoter are calculated as described in the text. Median terminator strengths are calculated for states where the upstream gene is on. For terminators L3S2P24 and L3S2P11 in one replicate, the data for input state −/−/+ were excluded due to a mapping bias (Appendix Fig S1).

### Characterization of devices internal to the circuit

The circuit contains eight genetic devices: three sensors, four NOR gates, and a NOT gate. Each was characterized in isolation by empirically measuring the response function using a fluorescent reporter (Nielsen *et al*, 2016). This information was then used by Cello to predict how to connect them to build the larger circuit. Here, we calculated the performance of the devices in the context of the circuit using RNA‐seq and compare the values to their measurement in isolation using a fluorescent protein and cytometry.

The sensor response function is specified by the activity of the output promoter in response to the presence and absence of an inducer. When a sensor occurs alone (e.g., P_BAD2_), we used the measured promoter strengths (Table 1) to calculate *δJ*_off_ and *δJ*_on_ directly. When the output promoters appear in pairs (e.g., P_Tac_−P_Tet1_ and P_BAD1_−P_Tet2_), the promoters cannot be individually resolved directly from the RNA‐seq data. To separate the activities of the two promoters, the individual outputs of the first and second promoters are defined as *δJ*_1,on_ and *δJ*_2,on_, or *δJ*_1,off_ and *δJ*_2,off_, where on and off refers to the presence or absence of the inducer. Then, for each state, the measured combined activity of the promoter pair *δJ*_1+2_ is equated to the expected activities for different combinations of inducers. For example, when the inducers that activate both sensors are present, *δJ*_1+2_ = *δJ*_1,on_ + *δJ*_2,on_. This yields a set of algebraic equations to which *δJ*_1,on_, *δJ*_1,off_, *δJ*_2,on_, and *δJ*_2,off_ can be fitted (Materials and Methods).

Sensor responses in the context of the circuit can then be compared to the values measured for the sensor in isolation (Fig 4A; Table 2). Strong context effects were observed for P_BAD_ (Table 2). In one location in the circuit, it performs as expected (P_BAD1_). However, P_BAD2_ produces a lower than expected on state, which manifests as a nearly flat transcription profile (Fig 3A). This coincided with read‐through from the highly expressed *LitR* gene upstream (Fig 2D).

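In culture tubes *LitR*, which is transcribed from P_BAD1_ and P_Tet2_, had 57237 FPKM in −/−/+, 7094 in +/−/+, 41904 in −/+/+ and 38117 in +/+/+. With aTc and no arabinose it had 20809 FPKM in −/+/− and 16109 in +/+/−, and with neither inducer 185 and 437 FPKM. *BM3R1*, transcribed from P_BAD2_ alone, had 7104 FPKM in −/−/+ but 796, 803 and 782 FPKM in the other states with arabinose. These last values rest on 2485 counts in +/−/+, 140 in −/+/+ (0.178% of counts, 95% Wilson interval 0.151 to 0.210) and 112 in +/+/+ (0.170%, 0.141 to 0.204). Without arabinose, *BM3R1* had 285 and 211 FPKM where aTc induced *LitR* upstream, and 86.5 and 68.9 FPKM where it did not. In the paper's own FPKM for replicates 2 and 3 (Dataset EV1), the mean of *BM3R1* was 90.0 and 84.2 against 30.9 and 31.3 FPKM in the same states. With arabinose it was 2778 in −/−/+, 2318 in +/−/+, 2668 in −/+/+ and 3269 in +/+/+, so the lower values of 3 of these states are those of replicate 1 alone. *LitR* in +/−/+ had a mean of 24622 FPKM in the same 2 replicates. The difference between on and off states was 6.42 for *LitR* on the log2 scale (exact permutation test, P = 0.0357, the smallest that 6 states against 2 allow). For *BM3R1* it was 3.31 (exact permutation test, P = 0.0286, the smallest that 4 states against 4 allow), with a mean of 2371 ± 3155 FPKM (SD, n = 4 states) on and 163 ± 103 FPKM (SD, n = 4 states) off. The adjusted value was 0.0429 for both genes. The paper states that the on state of P_BAD2_ was lower than in isolation, seen as a nearly flat profile, and that this occurred together with transcription continuing from the *LitR* gene.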

**Figure 4:**
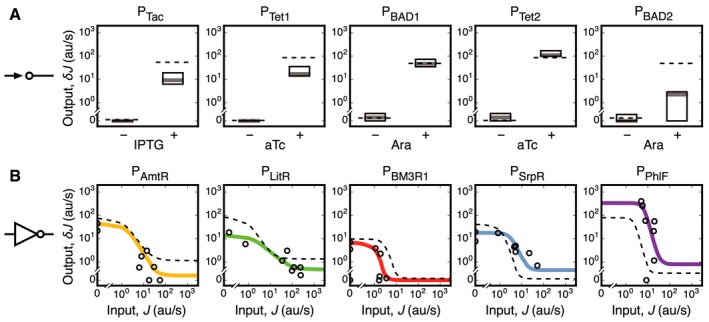
Extraction of sensor and gate response functions from the transcription profiles The responses of the output promoters of the sensors are shown in the presence and absence of each inducer. The dashed lines show the sensor outputs measured in isolation (Nielsen *et al*, 2016). The boxes show the median (gray line) and range of promoter activities measured for the four states where it is off (*δJ*_off_) and four where it is on (*δJ*_on_).Solid colored lines show the response functions of the gates obtained by fitting the promoter activities to the RNA‐seq data (circles denote the measured values for the eight input states). The dashed lines show the output of the gate measured in isolation (Nielsen *et al*, 2016). The data are shown for the profiles derived from a single experiment (device parameterization from three replicates is provided in Table 2).

**Table 2:** Sensor and gate response function parameters

	Genetic context							
	Isolation (Cytometry)^a^				Circuit (RNA‐seq)^b^			
Sensor	*δJ*_off_	*δJ*_on_			*δJ*_off_	*δJ*_on_		
P_Tac_	0.1	54			0.0 ± 0.0	9 ± 0.9		
P_Tet1_	0.0	85			0.0 ± 0.0	16.0 ± 4.8		
P_Tet2_	0.0	85			0.8 ± 0.6	274 ± 165		
P_BAD1_	0.2	49			0.8 ± 0.6	165 ± 114		
P_BAD2_	0.2	49			0.0 ± 0.0	13.0 ± 9.2		

Gate	$\delta J_{\mathrm{out}}^{\min}$	$\delta J_{\mathrm{out}}^{\max}$	*K*	*n*	$\delta J_{\mathrm{out}}^{\min}$	$\delta J_{\mathrm{out}}^{\max}$	*K*	*n*
P_AmtR_	1.2	75	1.4	1.6	0.3 ± 0.1	80 ± 48	1.0 ± 0.7	1.7 ± 0.2
P_LitR_	1.4	85	1.0	1.7	1.9 ± 1.2	53 ± 36	2.7 ± 0.5	1.4 ± 0.2
P_BM3R1_	0.1	10	2.9	2.9	0.0 ± 0.0	12 ± 8	1.6 ± 0.6	2.9 ± 0.2
P_SrpR_	0.1	41	1.2	2.8	0.3 ± 0.2	16 ± 2	3.0 ± 1.6	2.5 ± 0.2
P_PhlF_	0.4	80	2.5	3.9	0.7 ± 0.1	337 ± 2	8.9 ± 1.9	3.6 ± 0.2

a Previously reported values (in au/s) based on a fluorescent reporter (Nielsen *et al*, 2016), converted to au/s as described in the text. The units of *δJ*_off_, *δJ*_on_, $\delta J_{\mathrm{out}}^{\min}$, $\delta J_{\mathrm{out}}^{\max}$, and *K* are au/s.

b The units of *δJ*_off_, *δJ*_on_, $\delta J_{\mathrm{out}}^{\min}$, $\delta J_{\mathrm{out}}^{\max}$, and *K* are au/s. Average and standard deviations are calculated from three replicates measured on different days.

The internal gates were characterized by calculating the full response functions from the transcription profiles for all eight states. NOR gates are characterized as NOT gates by having the multiple upstream input promoters serve as the combined input to the gate. The promoter activities were calculated from the profiles and fit to equation 4. The total flux into the gate serves as the input *J*_in_ (either one or two promoters and upstream read‐through), and the output is the activity of the output promoter *δJ*_out_. It is simple to calculate when this appears as a single promoter. If it is part of two promoters in series, the individual promoter activities are calculated as described for sensors, above (Materials and Methods).

The calculated *J*_in_ and *δJ*_out_ values for the eight states are fit to equation 4 to obtain the response functions for each gate in the circuit (Fig 4B). The response functions (solid lines, Fig 4B) and parameter values (Table 2) are compared to those obtained from the gate measurements performed in isolation using fluorescent reporters (dashed lines, Fig 4B). The performance of the five gates is similar with several notable exceptions. 

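*PhlF*, which receives the outputs of the SrpR and LitR gates, had 4085 and 2982 FPKM in culture tubes in −/−/− and +/−/−, where *LitR* is off. It had 1005, 849 and 593 FPKM in −/+/−, +/+/− and −/−/+, and 4023, 5719 and 6441 FPKM in +/−/+, −/+/+ and +/+/+, where *SrpR* is off. In the last 2 states *PhlF* rested on 1039 counts (1.32% of counts, 95% Wilson interval 1.24 to 1.40) and 961 counts (1.46%, 1.37 to 1.55). Its mean was 4650 ± 1400 FPKM (SD, n = 5 states) in on states and 816 ± 208 FPKM (SD, n = 3 states) in off states. The log2 difference of 2.49 compares with a pooled SD of 0.43 between states (exact permutation test, P = 0.0179, the smallest that 5 states against 3 allow, and 0.0429 adjusted). In the paper's FPKM for replicates 2 and 3 (Dataset EV1), the mean of *PhlF* was 4925 and 4622 FPKM in −/−/− and +/−/−. It was 1569, 1055 and 1192 FPKM in +/−/+, −/+/+ and +/+/+, against 1162, 1050 and 843 FPKM in the off states. The wide separation of these 3 on states from the off states is thus that of replicate 1 alone. *SrpR* had 13902 and 12130 FPKM in −/−/− and −/−/+, and between 2704 and 3203 FPKM in the other 3 states predicted on. The prediction holds this split, with fluxes of 83.9 and 74.0 against 11.2 to 11.4. In the 3 off states *SrpR* had between 1127 and 2070 FPKM. Its log2 difference of 1.79 was not separated from the spread between states (exact permutation test, P = 0.0714 before and after adjustment). That spread includes the predicted split among the on states.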

The LitR gate displayed lower output flux for both on and off states, while the PhlF gate saw elevated output flux and a > 2‐fold shift in the input flux required to switch the gate into an off output state.

### Part substitution to correct antisense transcription

All genes in the circuit are organized on the sense strand (Fig 2B), but the RNA‐seq data also report transcription in the antisense direction (Fig 5A; Appendix Fig S5). There are several mechanisms by which antisense transcription can interfere with the function of the circuit (Shearwin *et al*, 2005; Brantl, 2007; Brophy & Voigt, 2015). Most reads corresponding to antisense transcription cluster within the *AmtR*,* LitR,* and *BM3R1* genes, implying the existence of reverse promoters internal to these genes. The P_BAD_ promoters we used have known antisense transcription start sites (Schleif, 2003), from which antisense transcription could be observed (Fig 5A).

**Figure 5:**
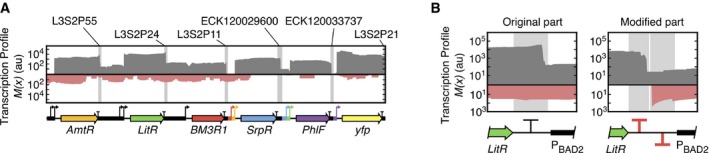
Antisense transcription, measurement, and correction Transcription profiles for both sense (gray) and antisense (red) strands for circuit grown in culture tube conditions for the −/+/− combination of inducers (22 nM aTc). Terminators are shown by light gray‐labeled regions. The antisense profiles for all combinations of inducers are shown in Appendix Fig S5. The profiles correspond to a single experiment that is representative of three replicates.The change in the transcription profile that occurs due the addition of a reverse terminator is shown. Shaded regions denote terminator part boundaries. The original terminator is L3S2P24, and this is replaced by the terminators ECK120033736 (forward) and ECK120010818 (reverse). The profile normalization (Box 1) has been applied to the 3′‐end of the antisense profile in the modified part.

A part substitution was made to correct for the observed antisense transcription. In the original circuit design, the terminators only stop RNAP coming from the sense direction. One mechanism to stop antisense termination is to use a bidirectional terminator (Chen *et al*, 2013) or to follow a terminator with a terminator oriented in the opposite direction. To this end, we replaced the terminator after the *LitR* gene with two terminators, each of which blocks transcription in opposite directions. This completely blocked antisense transcription (Fig 5B), demonstrating the use of RNA‐seq to rationally correct an observed error in a circuit.

### Impact of circuit state on host gene expression

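In culture tubes the 10 plasmid genes together took 4.25% of the counts in −/−/−, where the paper lists 2 expressed genes, and 2.54% in +/−/−, where it lists 3. In the 6 states with 4 expressed genes they took 11.7% in −/+/−, 12.1% in +/+/−, 21.01% in −/−/+, 4.45% in +/−/+, 16.8% in −/+/+ and 16.8% in +/+/+. *AmtR* had 606 FPKM in −/−/− and 1661 FPKM in −/−/+, the 2 states in which it is predicted off, and between 2225 and 12264 FPKM in the 6 on states. Its log2 difference was 2.33 (exact permutation test, P = 0.0357, and 0.0429 adjusted). The lowest on state exceeded the highest off state by 0.42 on that scale, and with the counts divided by their total alone the exact permutation test gave P = 0.0714.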

Different combinations of inputs will cause different genes in the circuit to be expressed (Fig 2D), and this can change the burden on the host cell (Ceroni *et al*, 2015). For the three‐input logic circuit, an increase in cell doubling times is observed for input states where four genes (including repressors and *yfp*) were expressed (gray bars, Fig 6A). For the input states expressing only two and three repressors (−/−/− and +/−/−), the growth rates were similar. Input states with the slowest growth rates (+/−/+,−/+/+, +/+/+) also corresponded to those with the broadest flow cytometry distributions, deviating from the Cello predictions (Fig 2C).

**Figure 6:**
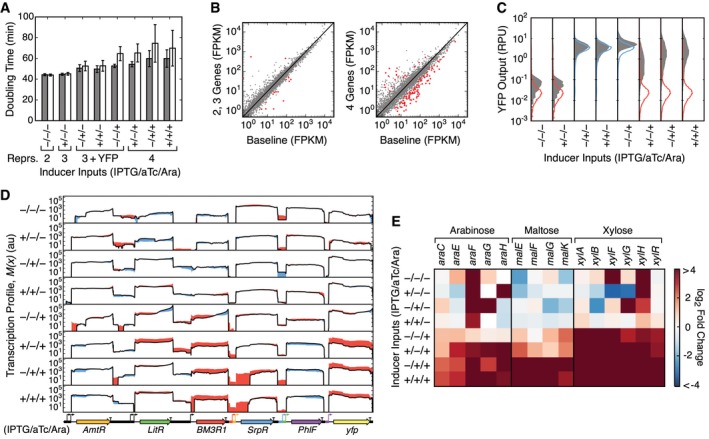
Changes to the growth conditions break the circuit by changing host gene expression Doubling times for cells carrying the circuit grown in culture tubes (gray) and Erlenmeyer flasks (white). Error bars are calculated as the standard deviation from three biological replicates performed on different days.Comparison of host gene expression under culture tube conditions for sets of input states with differing numbers of expressed circuit genes (including *yfp*): two = −/−/−, three = +/−/−, and four = −/+/−, +/+/−, −/−/+, +/−/+, −/+/+ and +/+/+ (0.5 mM IPTG/22 nM aTc/5 mM arabinose). The baseline is calculated from RNA‐seq data collected from cells harboring an empty circuit plasmid backbone (pAN1201). Points show the mean expression level of each gene. Red points denote genes with statistically significantly differential expression in comparison with the baseline (*P* < 0.01; Dataset EV2).Flow cytometry data of the YFP output for the circuit grown in Erlenmeyer flasks (filled gray distributions) and the predicted output distributions from Cello (blue is on and red is off).Comparison of transcription profiles for the circuit when cells are grown in culture tubes (black line; data for biological replicate 1) and Erlenmeyer flasks. If the profile obtained from Erlenmeyer flasks is higher the difference is shown in red and if it is lower the difference is shown in blue.Fold‐change analysis of differentially expressed sugar transport‐related genes (*P *< 0.003) compared between Erlenmeyer flask and culture tube growth conditions (Dataset EV2).

The impact on the host of carrying a circuit can be observed as changes in the expression of native genes. To generate a baseline for comparison, we preformed duplicate RNA‐seq experiments using cells harboring the circuit backbone (pAN1201), but without the remainder of the circuit. These data were used for differential gene analysis to search for potential differences in host gene expression. Expression of endogenous genes in cells containing the circuit for input states expressing only two or three genes (−/−/− and +/−/−) was highly correlated with the baseline (*R* ^2^ = 0.83; Fig 6B). For input states expressing four genes, we found a lower correlation to the baseline (*R* ^2^ = 0.55), and 125 significantly differentially expressed genes (*P* < 0.01; Dataset EV2). Most of these were downregulated (*N* = 106) with enrichment for functions broadly related to energy generation, anaerobic respiration, and fermentation (Appendix Table S2). Of those genes upregulated, there was significant enrichment for DNA replication and repair, iron assimilation and homeostasis, and functions linked to colanic acid biosynthesis, the production of which occurs in response to low temperature, osmotic shock, and desiccation (Navasa *et al*, 2009).

### Environmental robustness

Growth conditions impact host physiology (Kram & Finkel, 2014), and this can influence the performance of genetic parts and devices (Moser *et al*, 2012; Gorochowski *et al*, 2014). The experiments described so far were performed in 14‐ml culture tubes. However, we observed serendipitously that the circuit failed when cells were grown in the same media in Erlenmeyer flasks (Materials and Methods). Under these conditions, three of the input combinations (+/−/+,−/+/+ and +/+/+) resulted in much broader flow cytometry distributions of the YFP output with an incorrect on output state for most cells (Fig 6C). This coincided with increases in the doubling times when arabinose was present (Fig 6A).

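For each of the 8 input states 1 library from an Erlenmeyer flask (50 ml of culture in 250 ml) was set against the 1 library from a culture tube. Counts summed over genes in flasks were 2833471 in −/−/−, 8746602 in +/−/−, 2503911 in −/+/−, 4065193 in +/+/−, 2062683 in −/−/+, 15953363 in +/−/+, 2677241 in −/+/+ and 6779361 in +/+/+, with a median of 3449332. In the 3 states in which the circuit failed, the median total was 6779361 in flasks and 78763 in culture tubes, so the vessels differ most in depth in these states. The tmRNA gene *ssrA* took between 1.54% and 15.9% of the counts in flasks and between 2.60% and 5.40% in culture tubes. The vessels were compared with edgeR's quasi-likelihood test on the counts as the authors deposited them, with TMM normalization and Benjamini-Hochberg adjustment, and a fold change above 0 on the log2 scale means a higher count in flasks. Only the libraries compared entered each fit, and genes with 0 counts in all of them were left out. States served as the replicates, as in the paper, since each state and vessel has 1 library. The same state can also be entered as a block, and deviations from the vessel means correlated at 0.20 on average between libraries of the same state and at -0.10 between different states in the 3 states in which the circuit failed. Over these 3 states the block leaves 3 pairs and few degrees of freedom, so its P-values lean on a spread estimated across genes. Counts were also simulated with every gene at the common dispersion of the libraries, 0.747 over the 3 states in which the circuit failed. There the test recovered 2 of 200 genes changed by 3 on the log2 scale, and 195 of 200 at a dispersion of 0.1. Real genes differ in dispersion, so neither number is a recovery rate for a given gene. Host genes were also compared between the vessels within each state by Pearson's r of log2(FPKM + 1).

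**Figure D2:**
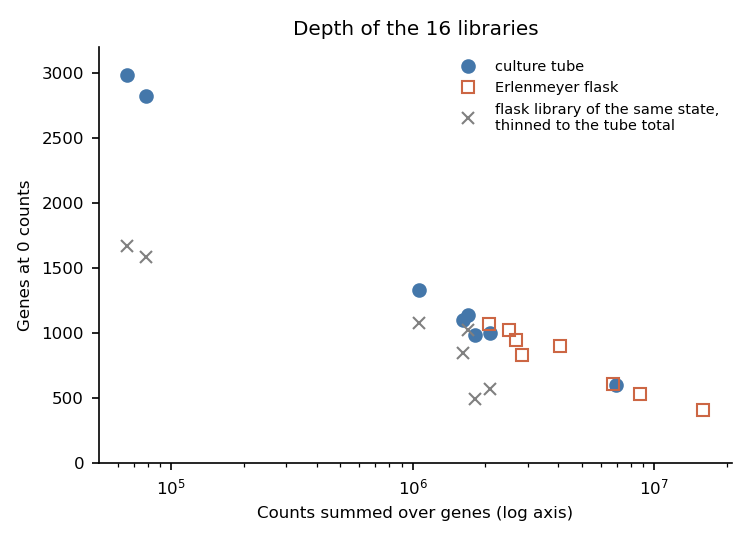
Genes with 0 counts (vertical) against the counts summed over genes (horizontal, log axis), with 1 point per library. The culture tube libraries of −/+/+ and +/+/+ lie at 2820 and 2988 genes, and flask libraries of the same states thinned to the same totals (crosses) at 1589 and 1672 genes.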

Transcription profiles were compared between cells grown in Erlenmeyer flasks and culture tubes (Fig 6D). For the working states, there are only minor differences, but for the three broken states, there are major differences. 

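Across 4352 host genes, Pearson's r between flask and culture tube averaged 0.901 over the 5 working states and 0.728 over the 3 broken states. Within the broken states r was 0.907 in +/−/+, 0.660 in −/+/+ and 0.616 in +/+/+. The difference of 0.173 did not exceed the spread between states (exact permutation test, P = 0.0893, with 0.0179 the smallest that 5 states against 3 allow), and +/−/+ lay within the working states. With every library thinned to the depth of the smallest, the difference was 0.133 (exact permutation test, P = 0.0179). In that random draw r was 0.767 in +/−/+, just under the 0.769 of −/−/+, against 0.625 in −/+/+ and 0.575 in +/+/+. The P-value therefore rests on a narrow gap. Thinning matched the totals but not the genes at 0 counts, so depth is not ruled out. Genes are not independent replicates, so r describes each pair of libraries. No gene passed an adjusted P-value of 0.01 in edgeR's quasi-likelihood test between vessels over the working states (198 genes had an unadjusted P-value under 0.05), and 15 genes did over the broken states (444 of 4017 genes), all 15 higher in flasks. Over all 8 states the count was 0 (310 of 4071). With the input state as a block the counts were 2, 43 and 3. Among the alternatives for the broken states, DESeq2 raised the count most, to 51 genes, and leaving out the culture tube library of +/−/+ lowered it to 0 (1241 with an unadjusted P-value under 0.05), with 513 genes at an adjusted P-value of 0.05 (30 with all libraries) and 639 at an unadjusted 0.01 (150 with all libraries). The difference between the broken and the working states was tested as an interaction, and 0 genes passed the same threshold (402 of 4071 with an unadjusted P-value under 0.05; 42 genes with the block).

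**Figure D3:**
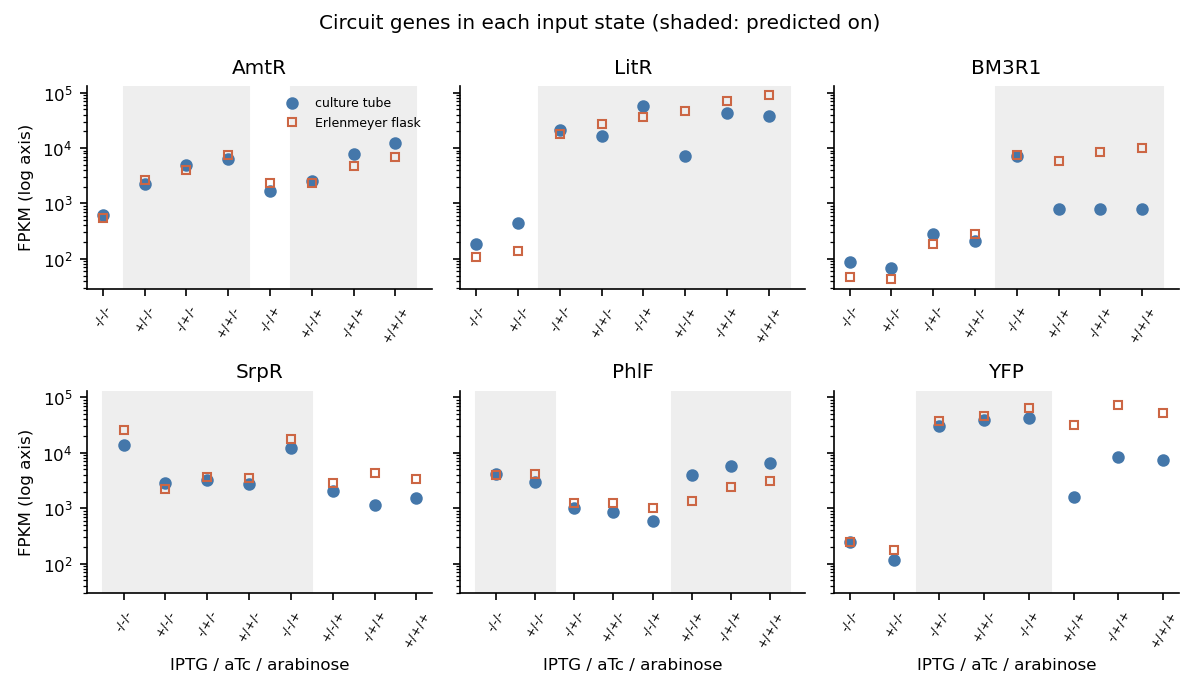
FPKM of the 6 circuit genes (vertical, log axis) in each input state (horizontal) in culture tubes (filled circles) and Erlenmeyer flasks (open squares), with 1 library per point and the states predicted on shaded. BM3R1 in the 3 broken states lies between 782 and 803 FPKM in culture tubes and between 5827 and 10022 FPKM in flasks, while its points in −/−/+ lie at 7104 and 7541 FPKM.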

Using these data, we re‐quantified part and device performance (Appendix Figs S6 and S7; Appendix Tables S3 and S4). Few changes were observed for the gates and the IPTG (P_Tac_) and aTc (P_Tet_) sensors, with similar response functions across conditions (Appendix Fig S7). However, large changes in performance were found for both the arabinose sensors that displayed ~2‐fold increases in their induced activities. This change propagates through the circuit and impacts the levels of the repressors, culminating in a > 2‐fold decrease in PhlF, which increases YFP expression (Fig 6D), thus causing the average of the cytometry populations to appear to be on for these states (Fig 6C). 

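For *AmtR*, which P_Tac_ and P_Tet1_ transcribe, the log2 ratio of flask to culture tube FPKM was 0.23 in +/−/−, -0.30 in −/+/− and 0.22 in +/+/−. In the 3 broken states it was -0.13, -0.73 and -0.81, and edgeR's quasi-likelihood test gave a log2 fold change of -0.70 (standard error 0.44, adjusted P = 0.590). *LitR*, induced by aTc without arabinose, had ratios of -0.23 in −/+/− and 0.78 in +/+/−, on either side of 0. *SrpR* had a log2 fold change of 1.15 over the broken states (standard error 0.32, adjusted P = 0.156). The constitutive plasmid genes *LacI*, *TetR* and the kanamycin resistance gene rose by 1.45 on average in the same comparison, and scaled to them, which takes 1.45 from each gene, the change was -0.30 for *SrpR* and -2.15 for *AmtR*. Against the mean of the paper's FPKM for replicates 2 and 3 (Dataset EV1), the flasks of the broken states were higher in *AmtR* by 1.42 on average (0.94, 1.67 and 1.65) and in *SrpR* by 2.25. With the input state as a block neither *AmtR* nor *SrpR* passed an adjusted P-value of 0.01. Each ratio by state compares 1 library with 1 library.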

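*BM3R1*, which P_BAD2_ alone transcribes, was higher in flasks by 2.87 on the log2 scale in +/−/+, 3.42 in −/+/+ and 3.68 in +/+/+, but by 0.09 in −/−/+, where arabinose was also present. Over the broken states its log2 fold change was 3.36 (standard error 0.30, adjusted P = 1.50e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 6.80e-21 to 0.0314, above 0.01 only without the culture tube of +/−/+). *LitR*, behind P_BAD1_ and P_Tet2_, was higher by 2.69, 0.72 and 1.23 in the broken states and lower in −/−/+ (-0.63). Its log2 fold change was 1.22 (standard error 0.41, adjusted P = 0.250 from the same test, or 3.48e-14 with the state as a block, range over the alternatives 3.48e-14 to 0.658). The block value leans on a spread estimated across genes and carries little weight beside ratios this far apart. Scaled in each state to the 3 constitutive plasmid genes, *BM3R1* stayed higher in flasks in the broken states (2.02, 1.48 and 2.08), whereas *LitR* was higher only in +/−/+ (1.84, against -1.21 and -0.36). The regulator gene *AraC* on the plasmid had a log2 fold change of 2.14 (standard error 0.28, adjusted P = 3.89e-04 from the same test). The flask to tube difference depends on the culture tube replicate. Against the mean of the paper's own FPKM for replicates 2 and 3 (Dataset EV1), the flask libraries of the broken states were higher in *BM3R1* by 1.54 on average and in *LitR* by 0.78. In −/−/+ the flask was higher in the same comparison by 1.44 and 0.72, but there the culture tube of replicate 1 itself exceeded that mean by 1.35 in both genes. Replicates 2 and 3 were measured on different days, so the comparison mixes vessel with day. It cannot decide whether the rises were particular to the broken states.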

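*PhlF* was lower in flasks in each broken state, by log2 ratios of -1.56 in +/−/+ (4023 FPKM in the culture tube and 1369 in the flask), -1.25 in −/+/+ (5719 and 2409) and -1.04 in +/+/+ (6441 and 3127). EdgeR's quasi-likelihood test gave a log2 fold change of -1.23, a fold decrease of 2.35, with a standard error of 0.33 and an adjusted P = 0.119. With the state as a block the change was -1.28 (adjusted P = 0.00452 from the same edgeR test, range over the alternatives 0.00452 to 0.448). *YFP* was higher by 4.29 in +/−/+ (31618 FPKM in the flask), 3.15 in −/+/+ (73331) and 2.82 in +/+/+ (51799), with a log2 fold change of 3.17 (standard error 0.43, adjusted P = 5.47e-04 from the same test, range over the alternatives 1.01e-57 to 0.0591). It did not pass 0.01 with DESeq2 or when any 1 of the 3 culture tube libraries was left out. In the working states the ratio of *PhlF* ran from -0.01 to 0.79 and that of *YFP* from 0.00 to 0.60. Scaled to the constitutive plasmid genes, the change was -2.68 for *PhlF* and 1.72 for *YFP* over the broken states. This scaling takes 1.45 from every gene, so a decrease can only become larger. Against the mean of the paper's FPKM for replicates 2 and 3 (Dataset EV1), *PhlF* in the flasks of the broken states was higher by 0.80 on average, with ratios of -0.20, 1.19 and 1.39.

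**Figure D4:**
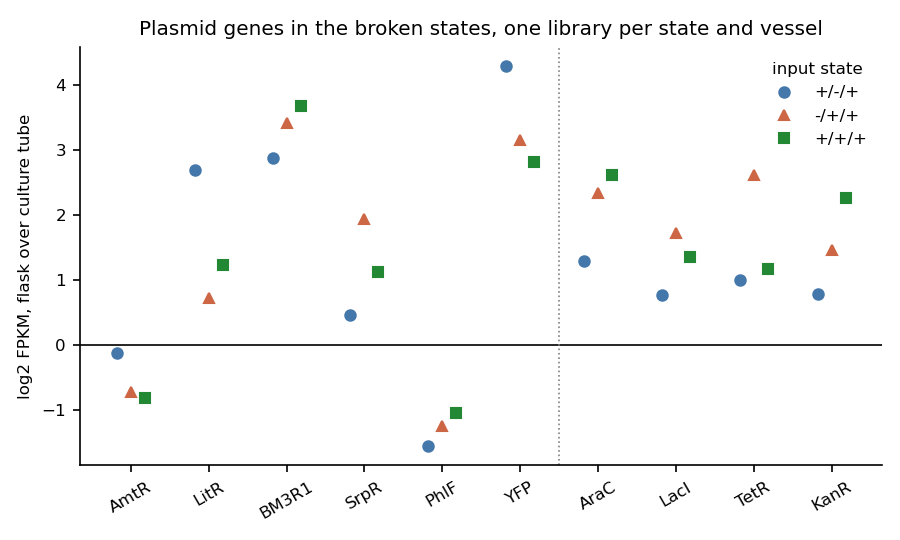
The log2 ratio of flask to culture tube FPKM (vertical) for the 6 circuit genes and, right of the dotted line, the 4 constitutive plasmid genes, with 1 point for each of the 3 broken states. PhlF lies at -1.56, -1.25 and -1.04, while the kanamycin resistance gene KanR lies at 0.78, 1.46 and 2.26.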

The level of antisense transcription is also higher from the reverse promoter within P_BAD_ under these conditions (Appendix Fig S5).

We analyzed the host transcriptome under both conditions to ascertain whether a shift in cellular physiology might be the cause for the failure of the arabinose sensors (P_BAD1_ and P_BAD2_). Differential expression analysis of the broken input states highlighted significant changes for 179 genes (*P* < 0.01), with enrichment of transport‐related functions for arabinose, xylose, and maltose (*P* < 5.69 × 10^−3^; Fig 6E; Dataset EV2). 

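Of 4017 genes tested between the vessels over the broken states with edgeR's quasi-likelihood test, 150 had an unadjusted P-value under 0.01, of which 122 were higher and 28 lower in flasks. After Benjamini-Hochberg adjustment 15 genes passed 0.01, 12 of them host genes. At an adjusted P-value under 0.05 there were 30. The authors' choice of test, edgeR's exact test, gave 161 and 14 genes at these thresholds, and the block on input state gave 127 and 43. The 5 host genes with the largest changes among the 12 were *xylG* (log2 fold change 7.13, standard error 0.71, adjusted P = 3.37e-05), *yagH* (6.74, 0.70, 4.38e-05), *xylF* (6.56, 0.75, 1.09e-04), *xylA* (6.45, 1.09, 0.00549) and *xylH* (6.42, 0.83, 3.36e-04). Their counts in the culture tubes of the broken states reached at most 190, for *yagH*. Of 16 genes for arabinose, xylose and maltose transport, 13 were among the genes higher in flasks at an unadjusted P-value under 0.01, against 101 of the 3991 other host genes tested (two-sided Fisher's exact test, odds ratio 166, P = 2.09e-18). With the block it was 12 of 16 (odds ratio 135, exact P = 3.88e-17). The list was set from gene names after Dataset EV2, which covers these libraries, had been read, so it was not chosen independently of these data. Genes are not independent replicates and neighbouring genes of one operon share transcripts.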

Upregulation of these genes coincided with the presence of arabinose, suggesting its role in their regulation (Fig 6E). 

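Fig 6E shows 15 genes, *araC* (here the plasmid gene, as no host copy is counted), *araE*, *araF*, *araG*, *araH*, *malE*, *malF*, *malG*, *malK*, *xylA*, *xylB*, *xylF*, *xylG*, *xylH* and *xylR*. In each of the 4 states with arabinose, all 15 were higher in the flask than in the culture tube, with a median log2 ratio of 1.29 in −/−/+, 3.69 in +/−/+, 3.93 in −/+/+ and 4.12 in +/+/+. Many ratios were taken against a floor of 3 counts, because the culture tube had 3 counts or fewer. The floor was used for 11 genes in −/+/+ and 10 in +/+/+, and for 0 in −/−/+ and +/−/+. It covers counting error only, and the zeros put 10.2 and 11.1 counts on each molecule in the culture tubes of −/+/+ and +/+/+. These ratios are therefore not firm lower bounds. Without arabinose, 10, 4, 7 and 6 of the 15 genes were higher in the flask in −/−/−, +/−/−, −/+/− and +/+/−, with medians of 0.48, -0.31, 0.09 and -0.13. The effect of arabinose was also tested within each vessel. In flasks 171 genes passed an adjusted P-value of 0.01 between the 4 states with arabinose and the 4 without (93 higher and 78 lower with arabinose, edgeR's quasi-likelihood test), and in culture tubes 3 did. These were *araE*, *pspA* and *araJ*, the last 2 named after their values were seen. The numbers of genes do not compare the responses, since the culture tubes of −/+/+ and +/+/+ held only 78763 and 65885 counts. On simulated counts the test recovered 68.5% of the changed genes in flasks and 0% in culture tubes. The response differed between vessels for 2 genes, *xylA* and *yagH*, by an interaction term at the same threshold, and for 42 genes with the input state as a block. From the coincidence of higher expression with arabinose, the paper proposes that arabinose takes part in regulating these genes.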

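*araE* encodes an arabinose:proton symporter, and *araF*, *araG* and *araH* the binding protein, ATPase and permease of the other arabinose importer. Over the states +/−/+, −/+/+ and +/+/+ edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change, flask over culture tube, of 2.92 for *araE* (standard error 0.37, adjusted P = 2.58e-04) and 5.97 for *araF* (0.90, 0.00180). It gave 3.56 for *araG* (0.70, adjusted P = 0.0187) and 4.66 for *araH* (0.91, adjusted P = 0.0185), with unadjusted P-values of 9.31e-05 and 8.56e-05. All 4 genes were thus higher in flasks. The largest, *araF*, corresponds to 62.9-fold. The culture tubes of −/+/+ and +/+/+ held 0 counts of this gene, against 4298 and 13758 in flasks. Against a floor of 3 counts it was 6.27 and 6.38 higher in these states on the log2 scale. That floor covers counting error only. The zeros put 10.2 and 11.1 counts on each molecule in these culture tubes, so the difference could be smaller. *araE* had 90 and 94 counts in the same culture tubes (211 and 268 FPKM) and 1284 and 2113 FPKM in flasks. With the input state as a block, the adjusted P-values were 9.43e-12 for *araE*, 3.85e-16 for *araF*, 4.77e-05 for *araG* and 1.52e-07 for *araH*. Over the alternatives they ran up to 0.0402 for *araE*, 0.0275 for *araF*, 0.0786 for *araG* and 0.0596 for *araH*. The block values lean on a spread estimated across genes, so their size carries little weight. In −/−/+ the genes were induced in both vessels, at 552 and 1296 FPKM for *araE* and 106 and 132 FPKM for *araH*. Without arabinose *araE* stayed at or under 12.0 FPKM in every library.

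**Figure D5:**
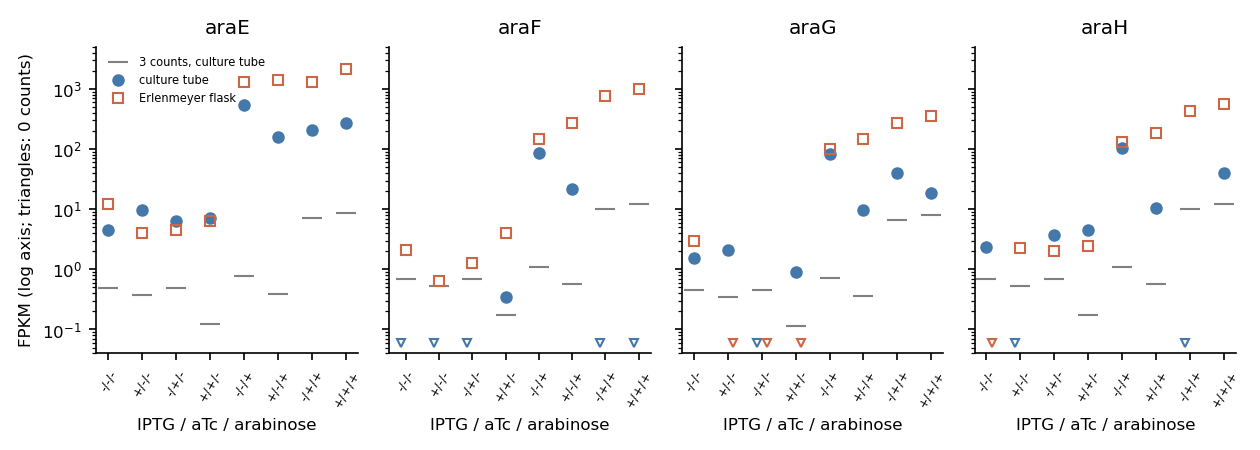
FPKM of araE, araF, araG and araH (vertical, log axis) in each input state (horizontal) in culture tubes (filled circles) and Erlenmeyer flasks (open squares), with 1 library per point. Triangles are libraries with 0 counts and grey bars mark 3 counts in the culture tube library; araE in +/+/+ lies at 268 FPKM in the culture tube and 2113 FPKM in the flask.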

Notably, host genes involved in arabinose transport (*araEFGH*) saw significant eight‐ to 56‐fold upregulation in culture tubes for the three broken input states (*P* < 5.75 × 10^−4^; Dataset EV2). Such a difference would facilitate greater intracellular accumulation of arabinose due to an increased uptake and is consistent with the large measured increases in activity of both P_BAD_ promoters when induced (Khlebnikov *et al*, 2001).

## Discussion

DNA synthesis and assembly methods enable the construction of large genetic circuits that can implement complex functions through the layering of simple transcriptional gates. Gates can be built based on many classes of biochemistry (e.g., DNA‐binding proteins (Moon *et al*, 2012; Stanton *et al*, 2014), recombinases (Bonnet *et al*, 2013; Siuti *et al*, 2013; Fernandez‐Rodriguez *et al*, 2015), and CRISPRi (Gilbert *et al*, 2013; Larson *et al*, 2013; Qi *et al*, 2013; Kiani *et al*, 2014; Nielsen & Voigt, 2014; Gander *et al*, 2017)). Orthogonal libraries of these parts enable many to be reliably used in a single cell without fear of interference. These advances have led to circuits that can consist of 10+ regulators and > 40 genetic parts and the size is growing. However, the ability to debug systems of this size has lagged, particularly when the function is defined by many states. Here, we have developed methodologies to characterize the inner workings of a circuit using RNA‐seq data.

Circuit characterization has been limited by the use of fluorescent reporters to provide a single datum for the output of the circuit as a whole. One way to measure the response of internal parts and gates is to separate them onto characterization plasmids that can be assayed in isolation of the remainder of the circuit (Kelly *et al*, 2009; Stanton *et al*, 2014; Nielsen *et al*, 2016). In contrast, RNA‐seq enables the function of multiple parts to be simultaneously measured *in situ* within a circuit. Using this approach, we have revealed several failure modes and showed that some parts functioned unreliably. For example, the P_BAD_ promoter was particularly context dependent and sensitive to shifts in culturing conditions.

One limitation of RNA‐seq is that it only measures mRNA levels. This is useful when characterizing transcriptional circuits. However, some parts such as ribosome binding sites (RBSs) and bi‐cistronic insulators (Mutalik *et al*, 2013) operate at the level of translation. It has been shown that ribosome profiling (Ingolia *et al*, 2009; Ingolia, 2014) can accurately estimate protein synthesis rates (Li *et al*, 2014) and therefore could be used to characterize translational parts such as ribosome binding site strengths, if they are the rate‐limiting step during protein synthesis (Li *et al*, 2014). This offers a powerful complementary technique that could, along with RNA‐seq, fully characterize all of the parts in a circuit. Another limitation is that the RNA‐seq method that we use is based on population measurements. Expression can differ between cells, and it is useful to have the population data provided by cytometry or microscopy (Rosenfeld *et al*, 2005). RNA‐seq can be used to measure expression in single cells, but current techniques could not be used to extract part performance data (Tang *et al*, 2009; Shapiro *et al*, 2013; Grün *et al*, 2014; Lasken & McLean, 2014).

Much of the mystery of genetic engineering comes from a lack of being able to see what you are doing; that is, how design choices impact the system and cell. Problems that can be seen are simple to correct. For example, once unwanted antisense transcription was detected, it could be blocked easily by adding a reverse terminator. If a problem cannot be seen, then this necessitates the creation of a large library of designs where many potential fixes are tried randomly until one blindly solves the problem (Smanski *et al*, 2014). New techniques to quantify mRNA, protein, and metabolites—driven by plummeting DNA sequencing costs—are giving a fuller picture of the cell. Furthermore, the routine sequencing of laboratory strains can show how genomic mutations that emerge can impact the system (Lamb *et al*, 2006; Fernandez‐Rodriguez *et al*, 2015; Song *et al*, 2017). Collectively, these are quickly clearing the fog and hand‐waving underlying cellular design. However, this is also leading to a deluge of data that are increasingly perplexing to the designer. Fully utilizing these datasets will require new software that simplifies the process of collection, processing, merging data from diverse techniques, and learning. This will help reveal the design principles that allow for robust part function and support the effective development of increasingly complex genetic systems.

## Materials and Methods

### Strain, media, and inducers

The *Escherichia coli* DH10B derivative NEB 10‐beta Δ(ara‐leu) 7697 araD139 fhuA ΔlacX74 galK16 galE15 e14‐ϕ80dlacZΔM15 recA1 relA1 endA1 nupG rpsL (StrR) rph spoT1 Δ(mrr‐hsdRMS‐mcrBC) was used for cloning and measurements (New England Biolabs, MA, C3019). Cells were grown in LB Miller broth (Difco, MI, 90003‐350) for harvesting plasmids. Cells were grown in MOPS EZ Rich (Teknova, M2105) defined medium with 0.2% glycerol for circuit performance measurements. To select for the presence of plasmids, 50 μg/ml kanamycin (Gold Biotechnology, MO, K‐120‐5) and 50 μg/ml spectinomycin (Gold Biotechnology, MO, S‐140‐5) antibiotics were used.

### Circuit induction

Chemicals used to induce input promoters were isopropyl β‐D‐1‐thiogalactopyranoside (IPTG; Sigma‐Aldrich, MO, I6758), anhydrotetracycline hydrochloride (aTc; Sigma‐Aldrich, MO, 37919), and L‐arabinose (Sigma‐Aldrich, MO, A3256). Individual colonies were inoculated into MOPS EZ Rich Defined Medium (Teknova, CA, M2105) with 0.2% glycerol carbon source and 50 μg/ml kanamycin (Gold Biotechnology, MO, K‐120‐5) and grown overnight for 16 h at 37°C and 1,000 rpm in V‐bottom 96‐well plates (Nunc, Roskilde, Denmark, 249952) in an ELMI Digital Thermos Microplates shaker incubator (Elmi Ltd, Riga, Latvia). The following day, cultures were diluted 178‐fold (two serial dilutions of 15 μl into 185 μl) into EZ Rich glycerol with kanamycin and grown under the same ELMI shaker incubator conditions for 3 h. For culture tube assays (Falcon 14 ml round‐bottom polypropylene tubes; Corning, MA, 352059), cells were diluted 658‐fold (4.56 μl into 3 ml) into EZ Rich glycerol with kanamycin and inducers. For Erlenmeyer flask assays (Pyrex 250 ml; Cole‐Palmer, IL, 4980‐250), cells were diluted 658‐fold (76 μl into 50 ml) into EZ Rich glycerol with kanamycin and inducers. Eight inducer combinations were used that cover the presence or absence of 0.5 mM IPTG, 10 ng/ml aTc, and 5 mM L‐arabinose. Culture tubes and Erlenmeyer flasks were then grown in an Innova 44 shaker (Eppendorf, CT) at 37°C and 250 rpm for 5 h. Finally, 40 μl of cell culture was placed into 160 μl of phosphate‐buffered saline (PBS) containing 2 mg/ml kanamycin to arrest translation and cell growth. These growth‐arrested cells were incubated in the PBS with kanamycin for one hour before fluorescence was measured using flow cytometry.

### Flow cytometry analysis

Fluorescence of individual cells was measured using an LSRII Fortessa flow cytometer (BD Biosciences, San Jose, CA) controlled by the BD FACSDiva software. More than 20,000 gated events were collected for each state, and analysis of flow cytometry data was performed using FlowJo (TreeStar, Inc., Ashland, OR).

### RNA‐seq library preparation and sequencing

Total RNA was harvested from *E. coli* DH10B cells harboring the genetic circuit plasmid and cultured under the circuit induction assay condition described above. Cultures were spun down at 4°C, 15,000 *g* for 3 min. Supernatants were discarded after centrifugation, and cell pellets were flash‐frozen in liquid nitrogen for storage at −80°C. Cells were lysed with 1 mg of lysozyme (Sigma‐Aldrich, MO, L6871) in 10 mM Tris–HCl (pH 8.0) (USB 75825) supplemented with 0.1 mM EDTA (USB 15694). RNA was extracted with PureLink RNA Mini Kit (Life Technologies, CA, 12183020) and further purified and concentrated with RNA Clean & Concentrator‐5 (Zymo Research, R1015) to ensure sufficient RNA concentrations (> 280 ng per sample). The purified RNA samples were analyzed using a Bioanalyzer (Agilent, CA), and Ribo‐Zero rRNA Removal Kit for bacteria (Illumina, CA, MRZMB126) was used to deplete rRNA from the samples. We also checked the quality of the RNA extracted by calculating the RNA integrity number (RIN), which ranges from a value of 10 if all RNA is intact to 1 if the RNA is totally degraded (Schroeder *et al*, 2006). We only consider highly intact samples with a RIN > 8.5 (Imbeaud *et al*, 2005). Strand‐specific RNAtag‐seq (Shishkin *et al*, 2015) libraries were created by the Broad Technology Labs specialized service facility (SSF). A total of 16 samples (one for each of the eight inducer combinations under the two different culturing conditions) were pooled, split, and run on two separate lanes of an Illumina HiSeq 2500 as technical replicates. Both lanes were checked for quality and re‐pooled before reads were de‐multiplexed into the original samples. Barcode sequences were trimmed from reads before further analysis was performed.

### Processing of sequencing data

Raw reads were mapped to the host genome (NCBI RefSeq: NC_01473.1) and circuit reference sequences using BWA (Li & Durbin, 2009) version 0.7.4 with default settings. The “view” command of the SAMtools (Li *et al*, 2009) suite was then used with default settings to convert the generated SAM files into a BAM format for downstream analyses. Read counts for each host and circuit gene were carried out using the “htseq‐count” command of the HTSeq toolkit (Anders *et al*, 2015) with user‐defined GFF annotations of the reference sequences and the options “‐s reverse ‐a 10 ‐m union”. Transcription profiles were generated by first splitting each BAM file into two separate BAM files that contained reads from either the sense or antisense strands. This was achieved by filtering the complete BAM file using the “view” command of SAMtools and the filter codes 83 and 163 for sense reads, and 99 and 147 for antisense reads. Normalized FPKM values were generated from the raw gene counts by custom scripts that calculated and applied a trimmed mean of M‐values (TMM) factor using edgeR (Robinson *et al*, 2010) version 3.8.6. The BAM files were also separately processed by custom Python scripts to extract the position of the mapped reads and generate the transcription profiles. Gene expression in arbitrary units (au) that are compatible with the transcription profiles was calculated as the average of the transcription profile height along the length of a gene. Differential gene expression was performed using edgeR to calculate adjusted *P*‐values using the built‐in false discovery rate (FDR) correction. Characterization of promoters, ribozymes, and terminators was performed using custom Python scripts that took a GFF reference of the circuit defining all part locations, their types, and any further information (e.g., predicted cut‐site for ribozymes). To ensure termination strength and ribozyme cleavage were not underreported, measurements were filtered if there was a low level of RNAP flux (< 1 au/s) entering the terminator or leaving the ribozyme. Characterization of genetic parts was performed using a window size of *n* = 10 bp in equations 2 and 3, and S1. All scripts were executed using either Python version 2.7.9 or R version 3.2.1.

### Genetic circuit design and simulations

Cello (Nielsen *et al*, 2016) version 1.0 (http://www.cellocad.org) was used for all circuit simulations. For inputs, “low RPU” values of P_Tac_ = 0.0034, P_Tet_ = 0.0013, and P_BAD_ = 0.0082, and “high RPU” values of P_Tac_ = 2.8, P_Tet_ = 4.4, and P_BAD_ = 2.5 were used and the Eco1C1G1T1.UCF.json UCF file describing the gate response functions. Genetic circuit visualizations in SBOLv format (Myers *et al*, 2017) were produced using DNAplotlib (Der *et al*, 2017) version 1.0.

### Numerical fitting

To fit the response function of a gate when the output promoter was in isolation, we defined a least squares error function $E_{1}=\Sigma_{i\in S}{\left[\text{log}\left(\delta J_{i}\right)-\text{log}\left(\delta J_{\mathrm{out},i}\right)\right]}^{2}.$ Here, *S* is the set of states (e.g., combinations of inducer), *δJ*_i_ is the measured activity of the output promoter for state *i*, and *δJ*_out,i_ is the expected output promoter activity calculated according to the gate's response function. For NOT gates, the response function is given by equation 4 with parameters $\delta J_{\mathrm{out}}^{\min}$ *,* $\delta J_{\mathrm{out}}^{\max}$, *K,* and *n*. For each state, to calculate the expected output promoter activity of the gate, the total input RNAP flux *J*_in_ was extracted from the transcription profile and used as input to equation 4 (Fig 1D). The “minimize” function of SciPy version 0.15.0 and the built‐in sequential least squares programming algorithm were then used to fit the parameters such that the error function was minimized.

### Fitting of promoters in series and estimating their individual activities

When the output promoters of two sensors or gates were found in series, we characterized their individual behaviors by employing an adapted error function $E_{2}=\Sigma_{i\in S}{\left[\text{log}\left(\delta J_{1+2,i}\right)-\text{log}\left(\delta J_{1,i}+\delta J_{2,i}\right)\right]}^{2}.$ Here, *δJ*_1+2,i_ is the measured combined activity of both output promoters for state *i*, and *δJ*_1,i_ and *δJ*_2,i_ are the expected individual output promoter activities calculated using the response functions of the first and second sensor/gate, respectively. For sensors, the response function was equated to either *δJ*_on_ or *δJ*_off_ depending on the inducers that were present for that state. For example, given all combinations of inducers for two sensors in series: −/−, −/+, +/−, and +/+, then the expected combined output activity *δJ*_1_ + *δJ*_2_ would be given by: *δJ*_1,off_ + *δJ*_2,off_, *δJ*_1,off_ + *δJ*_2,on_, *δJ*_1,on_ + *δJ*_2,off_, and *δJ*_1,on_ + *δJ*_2,on_, respectively. For gates, the combined activity of two output promoters in series *δJ*_1_ + *δJ*_2_ was calculated as *δJ*_1,out_ + *δJ*_2,out_, where the output promoter activity of each gate (*δJ*_1,out_ and *δJ*_2,out_) was given by equation 4 with parameters $\delta J_{\mathrm{out}}^{\min}$ *,* $\delta J_{\mathrm{out}}^{\max}$, *K,* and *n*. For each state, to calculate the expected output promoter activity of a gate, the total input RNAP flux *J*_in_ was extracted from the transcription profile and used as input to equation 4 (Fig 1D). Parameters for sensors (*δJ*_on_ and *δJ*_off_) and gates ($\delta J_{\mathrm{out}}^{\min}$ *,* $\delta J_{\mathrm{out}}^{\max}$, *K* and *n*) were then fitted to minimize the adapted error function. To extract the individual contributions of each promoter to the combined measured activity of the output promoters *δJ*_1+2,i_ (Fig 4B and Appendix Fig S7B), we calculated the fractional contribution and split the measured combined activity according to this. Specifically, the estimated measured activity of output promoter 1 for state *i* was calculated as *δJ*_1+2,i_ × [*δJ*_1,i_/(*δJ*_1,I_ + *δJ*_2,i_)], and for promoter 2 as *δJ*_1+2,i_ × [*δJ*_2,i_/(*δJ*_1,I_ + *δJ*_2,i_)].

### Calculation of the predicted transcription profiles

Predicted promoter activities in RPUs were calculated by Cello and converted to arbitrary units (au) compatible with the experimentally measured transcription profiles by using the conversion factor 1 RPU = 2,895 au. The circuit DNA is scanned from the 5′‐ to 3′‐end to trace out the predicted profile. Upon reaching a promoter, the height of the profile is raised at the transcription start site by the predicted promoter strength (from Cello in au) multiplied by (1−*p*_*c*_), where *p*_*c*_ is the cleavage efficiency (Nielsen *et al*, 2016) of the next downstream ribozyme. Upon reaching a ribozyme, the profile height it set to the combined strength of upstream promoters directly driving expression (from Cello in au) plus any read‐through from the nearest upstream terminator. This height is traced along the circuit until the end of the next downstream terminator is reached. Then, to capture RNAP read‐through, the profile height is multiplied by 1/*T*_*s*_, where *T*_*s*_ is the terminator strength from Chen *et al* (2013).

### Measurement of doubling times

Individual colonies were inoculated into MOPS EZ Rich Defined Medium (Teknova, CA, M2105) with 0.2% glycerol carbon source and 50 μg/ml kanamycin (Gold Biotechnology, MO, K‐120‐5) and grown overnight for 16 h at 37°C and 1,000 rpm in V‐bottom 96‐well plates (Nunc, Roskilde, Denmark, 249952) in an ELMI Digital Thermos Microplates shaker incubator (Elmi Ltd, Riga, Latvia). The following day, cultures were diluted 178‐fold (16.9 μl into 3 ml) into EZ Rich glycerol with kanamycin and grown in an Innova 44 shaker (Eppendorf, CT) at 37°C and 250 rpm for 3 h. Next, 1 ml of culture was added to a VWR disposable cuvette (VWR, PA, 97000‐586) and the optical density at 600 nm (OD_600_) was measured using a Cary 50 Bio spectrophotometer (Agilent, CA, 10068900). For culture tube assays (Falcon 14‐ml round‐bottom polypropylene tubes; Corning, MA, 352059), cells were diluted 658‐fold (4.56 μl into 3 ml) into EZ Rich glycerol with kanamycin and inducers. For Erlenmeyer flask assays (Pyrex 250 ml; Cole‐Palmer, IL, 4980‐250), cells were diluted 658‐fold (76 μl into 50 ml) into EZ Rich glycerol with kanamycin and inducers. To calculate the initial OD_600_ post‐dilution, the aforementioned OD_600_ value was divided by 658. Culture tubes and Erlenmeyer flasks were then grown in an Innova 44 shaker at 37°C and 250 rpm for five hours. The final OD_600_ for each vessel/inducer condition was measured for 1 ml of culture in the manner described above. The doubling time was calculated as (5 h)/log_2_(OD_Final_/OD_Initial_).

### Characterization of the modified circuit

New genetic parts were synthesized as gBlock gene fragments (Integrated DNA Technologies, CA) and assembled into full genetic circuit using Gibson assembly (New England Biolabs, MA, 2611L). The modified circuit was sequence verified and transformed into *E. coli* DH10‐beta (New England Biolabs, MA, C3019). Cultures were grown in culture tubes under different induction conditions, and RNA‐seq samples were prepared by following the protocols described above.

### Data availability

RNA‐seq data collected in this study were deposited to Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession numbers GSE88835 and GSE98890. Python scripts that implement the characterization pipeline are released as open‐source software under the MIT license (Computer Code EV1; GitHub repository: https://github.com/VoigtLab/MIT-BroadFoundry).

## Author contributions

CAV, TEG, YP, and AAKN conceived of the study. CAV, TEG, AEB, and YP wrote the manuscript. TEG, AEB, BSD, and DBG developed algorithms and performed simulations. AAKN, YP, and JZ carried out the experiments.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Code EV1 Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

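RNA of *E. coli* NEB 10-beta cells carrying the circuit plasmid was sequenced by RNAtag-seq in 8 input states and 2 vessels, culture tubes and Erlenmeyer flasks, with 1 library for each state and vessel. According to the methods, the 16 samples were pooled and the pool was sequenced on both lanes, so the labels and the paper give no sequencing batch that separates the vessels or the states. The counts of replicates 2 and 3 of the culture tubes, the control cells, the modified circuit and the transcription profiles were not analysed here. The paper's own FPKM of replicates 2 and 3, from Dataset EV1, were set beside replicate 1 for the plasmid genes. These replicates were measured on different days, so flasks set against them differ by day as well as vessel.

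The authors mapped the reads to the host genome and the plasmid with BWA 0.7.4 and made the deposited counts with HTSeq 0.9.1, strand-specifically and with a mapping quality of at least 10, without normalization. The authors made the deposited FPKM from these counts with a TMM factor from edgeR 3.8.6. Of the 4362 genes, 4352 belong to the host and 10 to the plasmid, 291 had 0 counts in every library, and 109 gene names are used by more than 1 gene. The deposited FPKM were checked against the paper's Dataset EV1, where 18456 values of 1579 genes differed by a relative 4.98e-06 at most.

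Summed counts ranged from 65885 to 6915152 in culture tubes and from 2062683 to 15953363 in flasks. The floor of 3 counts and the 95% Wilson intervals cover counting error only, because reads without molecular identifiers are not independent molecules.

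Circuit genes were compared between states predicted on and off with two-sided exact permutation tests of log2(FPKM + 1), and adjusted over the 6 circuit genes. The prediction used equation 4 and the parameters of Table 2. Counts were compared between vessels over the broken states, the working states and all states, and between states with and without arabinose within each vessel, with the quasi-likelihood test of edgeR 4.0.16, TMM normalization and Benjamini-Hochberg adjustment. Both differences of effects were tested as interactions. Genes with 0 counts in every library of a fit were left out. Input states served as replicates, so the spread between states enters every test without the block. The block pairs the 2 vessels of the same input state, and this pairing comes from the inducers given in the labels. It takes out the level of each state and leaves few degrees of freedom, so its P-values lean on a spread estimated across genes. Enrichment of 16 sugar transport genes was tested with a two-sided Fisher's exact test.

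The alternatives were DESeq2 1.42.0, the library sizes behind the deposited FPKM, edgeR's exact test, filterByExpr, a minimum of 10 counts in every library, thinning to the smallest total, the block, an adjusted threshold of 0.05, another pseudocount of 10, counts without TMM, scaling to constitutive plasmid genes, and leaving out each library in turn. The tests and alternatives were chosen before the data were examined, except the fit without *ssrA*, *rnpB* and the plasmid genes and the tests named as later choices in the closing observations. The list of sugar transport genes was written from gene nomenclature after Dataset EV2 had been read. Genes named in the text are the circuit genes, the genes the paper names in its text or Fig 6E, and for each comparison of vessels the 5 host genes with the largest change among those past the threshold that changed the same way in every state.

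The tests were checked on simulated counts in which 200 genes changed by 3 on the log2 scale. With every gene at the common dispersion of the libraries, the quasi-likelihood test recovered 1% of them over the broken states, 18% over the working states, 67.5% over all states, 68.5% for arabinose in flasks and 0% for arabinose in culture tubes and for the broken-state interaction. Genes with a smaller dispersion than the common one are recovered more often. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.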

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

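Tests of single libraries against the other culture tube replicates were chosen only after the results were seen. Dixon's test for a value far from the others was applied to 28 groups of libraries and picked out 2, where chance gives 1.4.

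In the 4 culture tube states in which *BM3R1* is predicted on, −/−/+ stood apart, with a gap of 0.988 of the whole range on the log2 scale (7104 FPKM against 782 to 803). Library size does not separate these libraries, since +/−/+ had 1809373 counts and −/−/+ had 1060944. Against the mean of replicates 2 and 3 in the paper's Dataset EV1, *BM3R1* in replicate 1 was higher by 1.35 on the log2 scale in −/−/+ and differed by -1.54 in +/−/+, -1.73 in −/+/+ and -2.06 in +/+/+. The mean of replicates 2 and 3 was 2778 FPKM in −/−/+ and 2318, 2668 and 3269 in the other 3 states, without such a gap. In the 4 states without arabinose replicate 1 was higher by 1.14 to 1.66, as in −/−/+. Replicate 1 thus differed from that mean in all 8 states, with the opposite sign in +/−/+, −/+/+ and +/+/+. No biological explanation was tested.

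The share of counts on *rnpB* was 3.81% in the culture tube of −/−/−, with a gap of 0.620 of the range of the 8 culture tubes. No technical explanation was tested for it, and no biological explanation was tested.

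The response to arabinose differed between vessels by the interaction test for 2 genes, *xylA* (5.29 larger in flasks on the log2 scale, adjusted P = 0.00379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *yagH* (5.17, adjusted P = 0.00917 from the same test). Of the 35 splits of the states, 1 gave as many genes, the real one. The alternatives gave from 0 genes, with at least 10 counts in every library, to 42 genes, with the input state as a replicate block. The minimum of 10 counts leaves out both genes, which had 0 counts in the culture tube of +/+/+. With counts thinned to the smallest library 14 genes passed, both of these among them. Arabinose and the vessel were set by the design, so a response that depends on the vessel is a hypothesis. In the deeper culture tubes of −/−/+ and +/−/+, *xylA* had 17 and 15 counts against 748 and 7431 in flasks, and *yagH* had 337 and 190 against 4918 and 62371. No fit with only these states was made.

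Of the 12 host genes past an adjusted P-value of 0.01 over the broken states, 6 are not shown in Fig 6E. They were *yagH* (6.74 on the log2 scale), *lamB* (4.80), *yagG* (4.50), *ygeA* (2.98), *glpK* (2.16) and *rnpB* (2.08), all higher in flasks. Apart from *yagH* they were chosen after their values were seen. Of the 12 host genes, 10 also passed the threshold for arabinose in flasks. Of the 4 splits that part the same number of pairs, 1, the real one, gave as many genes, and the other 3 gave 0, 0 and 1. As 4 splits allow no smaller share than 1 of 4, a random grouping cannot be ruled out.

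In flasks 171 genes passed an adjusted P-value of 0.01 between states with and without arabinose, and the paper does not report this comparison. Of the 35 splits of the 8 flasks, 1 gave as many genes, the real one. Arabinose was set by the design, and a response to it is a hypothesis. With counts thinned to the smallest flask library 180 genes passed, 168 of them shared, and with the authors' effective library sizes 182, 170 of them shared. Other technical explanations were not tested for this count.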

How the results depend on the processing

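The fit without *ssrA*, *rnpB* and the plasmid genes was chosen only after the results were seen. The count of genes between vessels over the broken states at an adjusted P-value of 0.01 was 15. It was 14 with the authors' effective library sizes, 14 with edgeR's exact test and 11 without *ssrA*, *rnpB* and the plasmid genes. It moved to 30 at an adjusted P-value of 0.05, 51 with DESeq2 (31 higher and 20 lower in flasks, 11 of them shared), 9 with filterByExpr, 8 with at least 10 counts in every library, 43 with thinned counts and 43 with the input state as a replicate block, which kept all 15. It ran from 0 to 22 over the 6 fits that each left out a library, with 0 without the culture tube of +/−/+ (513 at an adjusted 0.05, 1241 at an unadjusted P-value under 0.05). At an unadjusted P-value of 0.01 the count of 150 moved to 94 with at least 10 counts, and ran from 79 to 639 with a library left out. DESeq2 moved the median log2 fold change by -0.13, and leaving out those RNAs by 0.10.

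Over the working states the count of 0 (198 at an unadjusted P-value under 0.05) moved to 10 with DESeq2, 2 with the exact test and 2 with the block. It stayed at 0 in the 10 fits that left out a library. Over all states the count of 0 (310 unadjusted) moved to 9 at an adjusted 0.05, 23 with DESeq2, 2 with at least 10 counts, 4 with thinned counts, 15 with the exact test and 3 with the block. The broken-state interaction, at 0 (402 unadjusted), moved to 3 at an adjusted 0.05, 6 with DESeq2, 3 with thinned counts and 42 with the block.

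For arabinose in flasks, 171 genes became 487 at an adjusted 0.05, 463 with DESeq2 and 322 with the exact test, and from 63 to 185 with a library left out. For arabinose in culture tubes, 3 genes became 7 at an adjusted 0.05, 19 with DESeq2, 1 with filterByExpr, 29 with thinned counts and 5 with the exact test, and from 1 to 6 with a library left out. The arabinose interaction, 2 genes, became 15 at an adjusted 0.05, 37 with DESeq2, 1 with filterByExpr, 0 with at least 10 counts (157 unadjusted), 14 with thinned counts and 42 with the block.

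The on and off difference of *AmtR* was 2.54 with counts without TMM (exact permutation test, P = 0.0714) and ran from 1.61 to 3.06 with a state left out (2.27 and an exact permutation P of 0.0952 without +/+/−). That of *YFP* was 3.12 in flasks (exact permutation test, P = 0.304) and ran from 4.06 to 5.59 with a state left out, past no threshold in any of these 8. The ranges were 5.81 to 7.04 for *LitR*, 2.52 to 3.65 for *BM3R1*, 1.44 to 2.03 for *SrpR* and 2.28 to 2.66 for *PhlF*. The prediction's r moved to 0.867 in working states and 0.654 in flasks. The difference in host correlation was 0.139 with at least 10 counts and 0.133 with thinned counts, both with an exact permutation P of 0.0179. With thinned counts that P-value rests on a narrow gap, 0.767 in +/−/+ against 0.769 in −/−/+. The odds ratio of sugar transport genes ran from 135 to 310 over the 4 alternatives set for it. It was 343 with DESeq2, 44.5 with filterByExpr and 13.6 with at least 10 counts (Fisher's exact test, P = 0.133), which kept 2 of the 16 genes.

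Scaled to the constitutive plasmid genes, which rose by 1.45, the changes of *LitR* and *SrpR* over the broken states reversed, to -0.23 and -0.30. This scaling takes 1.45 from every gene, so each smaller rise changes sign and no decrease can, by construction. Of 115 alternatives for 10 single genes, 90 kept their side of the threshold, 9 were weaker, 10 stronger, 4 moved and 2 reversed. No fit without the culture tube of +/−/+ is given for *araF*, since every remaining culture tube was at or under 3 counts. The cause of each change was not tested, except the common rise of the plasmid genes. The depth of the culture tubes of −/+/+ and +/+/+ limits every comparison over the broken states.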

Differences from the paper's values

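For the broken states the paper's text gives 179 genes at a P-value under 0.01, against 15 here with an adjusted P-value under 0.01. None of the alternatives set before the data were examined closed the gap, with counts from 0 to 51. At an unadjusted P-value under 0.01 the count here was 150. At an adjusted P-value under 0.01 the paper's Dataset EV2 lists 22 genes against 15 here, of which 11 are shared, and leaving out the flask of +/+/+ gave 22. Dataset EV2 lists 228 genes at an unadjusted P-value under 0.01 against these 150, of which 122 are shared. Among the alternatives set before the data were examined, DESeq2 (153), filterByExpr (185), edgeR's exact test (161) and leaving out the culture tubes of −/+/+ (164) or +/+/+ (162) came within the limit of 1.5 times used for a difference, each still below 228. The authors' effective library sizes (148), at least 10 counts (94), thinned counts (114), the block (127) and leaving out the culture tube of +/−/+ (639) or the flasks of +/−/+ (82), −/+/+ (123) or +/+/+ (79) did not.

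Over all states Dataset EV2 lists 15 genes at an adjusted P-value under 0.01, against 0 here (310 at an unadjusted P-value under 0.05). Among the alternatives set before the data were examined, edgeR's exact test, which the authors' code uses, gave 15 and closed the gap. DESeq2 gave 23, an adjusted threshold of 0.05 gave 9 and the others from 0 to 4.

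The paper's text places the rise of *araE*, *araF*, *araG* and *araH* in culture tubes. Here their log2 fold changes, flask over culture tube, were 2.92, 5.97, 3.56 and 4.66, all higher in flasks. The paper's Dataset EV2 also has all 4 higher in flasks, by 2.92, 6.19, 3.54 and 4.61, so only the wording of its text differs in direction. The paper calls all 4 significant. The unadjusted P-values of *araG* and *araH* from edgeR's quasi-likelihood test, given above, lie under the bound that it prints. Here *araG* (adjusted P = 0.0187, range over the alternatives 4.77e-05 to 0.0786) and *araH* (adjusted P = 0.0185, range 7.68e-08 to 0.0596) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment passed 0.01 with DESeq2, thinned counts and the block, and *araH* also without the flask of +/+/+. The paper states a decrease of *PhlF* over the broken states. Here it was -1.23 on the log2 scale and passed an adjusted 0.01 only with the block (adjusted P = 0.00452 from the same edgeR test, range over the alternatives 0.00452 to 0.448). In Fig 6E *araG* in −/+/− is drawn at the top of the colour scale, while both vessels had 0 counts here. The same figure draws *araG* in +/−/− and +/+/− and *araH* in −/−/− near no change. Here the flasks had 0 counts in these 3 cases, against 18, 24 and 10 in the culture tubes.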

Other observations

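The tests of 0 counts, of changes shared by plasmid genes, of *AraC*, of the other culture tube replicates and of zinc genes were chosen only after the results were seen.

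More genes passed an adjusted P-value of 0.01 between vessels over the broken states (15) than over the working states (0, with 198 at an unadjusted P-value under 0.05), but the difference tested as an interaction gave 0 genes (402 at an unadjusted P-value under 0.05), and 42 with the input state as a block. Without the block this test recovered 0 of 200 genes simulated at the common dispersion, so its 0 has little weight. With all 16 libraries thinned to the smallest total, 37 genes passed over the broken states and 0 over the working states (185 at an unadjusted P-value under 0.05). Another random draw, over the broken-state libraries alone, gave 43. Thinning matched the totals but not the genes at 0 counts, so depth is not ruled out. Without *ssrA*, *rnpB* and the plasmid genes, 11 host genes passed. Gene length and log2 fold change had a Spearman's rho of -0.0561 across host genes, which are not independent replicates, but the median length was 1332 bp among the host genes past the threshold and 825 bp among all, so gene length is not ruled out. Of the 4 splits of the broken-state libraries that part the same number of pairs, 1 gave as many genes, the real one, at the adjusted and also at the unadjusted threshold. The other 3 gave 0, 0 and 1 genes at the adjusted threshold, and the 6 splits that part 1 pair gave 0 to 3. As 4 splits allow no smaller share than 1 of 4, these splits cannot decide whether a random grouping gives the count, although each of the others gave fewer.

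For the counts of 0, all splits gave as many genes, 16 of 16 over the working states, 100 of 100 drawn over all states and 56 of 56 for the broken-state interaction. Every split gives at least 0 genes, so this carries no information. For arabinose in culture tubes 2 of 35 splits gave as many genes, and another split gave 10.

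The culture tube libraries of −/+/+ and +/+/+ had 2820 and 2988 genes at 0 counts. The flask libraries of these states thinned to the same totals had 1589 and 1672, so the low total alone does not give these zeros. For each gene with 1 to 3 counts, 6.03 genes had 8 to 15 counts in −/+/+, against 0.490 in the thinned flask library. Thinning itself moves genes down to 1 to 3 counts, and deeper libraries that were not thinned show the same excess (52 and 277 genes in the culture tube of −/−/−, 35 and 250 in its flask). The excess therefore does not set these 2 libraries apart. The number of distinct molecules estimated from the zeros was 7684 and 5931, against 86605 or more in every other library. The counts for each molecule were 10.2 and 11.1, within the 5.61 to 16.5 of the other libraries. The low number of molecules thus goes with the low total, and the counts for each molecule do not set these 2 libraries apart. A candidate explanation of the zeros is that few distinct molecules were each read many times, as in the other libraries. The estimate of molecules comes from the zeros themselves and is not a separate test of them. No biological explanation was tested.

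*BM3R1* was higher in flasks in the 3 broken states also when scaled to the constitutive plasmid genes, by at least 1.48 on the log2 scale. *LitR* scaled the same way was -1.21 in −/+/+ and -0.36 in +/+/+ but 1.84 in +/−/+, so a rise shared by plasmid genes is a candidate explanation in 2 of the 3 states. *AraC* rose in flasks, and scaled in this way by 0.45 in +/−/+, 0.41 in −/+/+ and 1.01 in +/+/+. Read-through from *YFP* upstream is a candidate explanation. *AraC* differed by 0.19 between culture tubes with *YFP* predicted on and off (exact permutation test, P = 0.161). In flasks, however, *AraC* had 2476 to 8900 FPKM in the 6 states with *YFP* at 31618 FPKM or more, against 2047 and 1479 FPKM in the other 2. *AraC* had 1789 to 2144 FPKM in the culture tubes with *YFP* at 30853 to 42506 FPKM. It had 4347, 3743 and 2476 FPKM in the flasks of +/−/+, −/+/− and +/+/−, with *YFP* at 31618, 37906 and 46434 FPKM. These values are not scaled. Scaled to the constitutive plasmid genes, *AraC* was higher in the flask by 0.91 in −/+/− but differed by -0.15 in +/+/−. These single libraries do not decide whether read-through alone gives the rise. Grouped by the prediction, *AraC* in flasks differed by -0.21 (exact permutation test, P = 0.786), but that places the 3 broken states among those with *YFP* off.

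Against the mean of the paper's replicates 2 and 3 in culture tubes, *PhlF* in the flasks of the broken states was higher by 0.80 on the log2 scale, where it was lower against replicate 1. By state it was -0.20 in +/−/+, 1.19 in −/+/+ and 1.39 in +/+/+. In the same comparison *LacI*, *TetR* and *KanR* were higher by 1.19, 2.23 and 1.00 and *YFP* by 5.81, so the sign of *PhlF* depends on the replicates compared, and its rise was smaller than that of those genes. *BM3R1* was higher by 1.54 against the same replicates, in the direction seen with replicate 1. It was also higher by 1.02 in −/+/−, 1.74 in +/+/− and 1.44 in −/−/+. In the same states the culture tubes of replicate 1 exceeded that mean by 1.66, 1.33 and 1.35. The comparison thus mixes vessel with day and cannot decide whether the rise was particular to the broken states.

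In the culture tubes of −/−/− and +/−/−, *yodA* had 1688 and 2365 FPKM and *rpmE2* 244 and 506 FPKM, and in the other 14 libraries *rpmE2* had at most 4.84 FPKM. The share of *yodA* was 64.3 times the largest share or floor of the others, so depth does not give the difference. Zinc limitation of those cultures is a candidate explanation. The median log2 difference of *znuA*, *znuB* and *znuC* (2.21) lay at percentile 99.2 among 10000 random lists of 3 genes matched on expression. These genes were chosen after their values were seen, and *zntA* differed by -1.46. Zinc was not part of the design, so this is a hypothesis about 2 single libraries.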
